# Gene Expression Signature of DMBA-Induced Hamster Buccal Pouch Carcinomas: Modulation by Chlorophyllin and Ellagic Acid

**DOI:** 10.1371/journal.pone.0034628

**Published:** 2012-04-02

**Authors:** Ramamurthi Vidya Priyadarsini, Neeraj Kumar, Imran Khan, Paranthaman Thiyagarajan, Paturu Kondaiah, Siddavaram Nagini

## Abstract

Chlorophyllin (CHL), a water-soluble, semi-synthetic derivative of chlorophyll and ellagic acid (EA), a naturally occurring polyphenolic compound in berries, grapes, and nuts have been reported to exert anticancer effects in various human cancer cell lines and in animal tumour models. The present study was undertaken to examine the mechanism underlying chemoprevention and changes in gene expression pattern induced by dietary supplementation of chlorophyllin and ellagic acid in the 7,12-dimethylbenz[a]anthracene (DMBA)-induced hamster buccal pouch (HBP) carcinogenesis model by whole genome profiling using pangenomic microarrays. In hamsters painted with DMBA, the expression of 1,700 genes was found to be altered significantly relative to control. Dietary supplementation of chlorophyllin and ellagic acid modulated the expression profiles of 104 and 37 genes respectively. Microarray analysis also revealed changes in the expression of TGFβ receptors, NF-κB, cyclin D1, and matrix metalloproteinases (MMPs) that may play a crucial role in the transformation of the normal buccal pouch to a malignant phenotype. This gene expression signature was altered on treatment with chlorophyllin and ellagic acid. Our study has also revealed patterns of gene expression signature specific for chlorophyllin and ellagic acid exposure. Thus dietary chlorophyllin and ellagic acid that can reverse gene expression signature associated with carcinogenesis are novel candidates for cancer prevention and therapy.

## Introduction

Chemoprevention by natural products, dietary, and lifestyle changes has evolved as a promising strategy in the management of cancer. Dietary phytochemicals have gained significant recognition in recent years as potential candidates for cancer chemoprevention owing to their ability to arrest or reverse the cellular and molecular processes associated with carcinogenesis [1]. Chlorophyllin (CHL), a water-soluble, semi-synthetic derivative of chlorophyll, and ellagic acid (EA), a naturally occurring polyphenolic compound in berries, grapes, and nuts have been reported to exert potent antimutagenic and anticarcinogenic effects [2]–[4].

The anticarcinogenic effects of chlorophyllin have been attributed to its ability to scavenge reactive oxygen species and form complexes with planar carcinogens [2]. The anticancer activity of chlorophyllin first demonstrated in the rainbow trout was subsequently documented in several animal tumor models [5]. Chlorophyllin has also been reported to exhibit antiproliferative effects in colon, breast, and leukemic cancer cell lines [6]–[8]. Human intervention trials with chlorophyllin showed a decrease in aflatoxin-DNA adducts in individuals at high risk for liver cancer [9].

Dietary ellagic acid either independently or synergistically is responsible for a plethora of health beneficial effects. Ellagic acid displays antimutagenic and anticarcinogenic effects against a variety of carcinogens including nitrosamines, azoxymethane, mycotoxins, and polycyclic aromatic hydrocarbons [10]–[13]. Ellagic acid also exerts anticancer effects in various human cancer cell lines and in animal tumour models and has been found to function as both a blocking and suppressing agent in carcinogenesis [14]–[18].

Despite the profuse epidemiological data, and studies on cell and animal models, the mechanism underlying chemoprevention and changes in gene expression pattern induced by chlorophyllin/ellagic acid has remained largely unexplored. The present study was undertaken to identify the genes that are differentially modulated by treatment with chlorophyllin/ellagic acid during 7,12-dimethylbenz[a]anthracene (DMBA)-induced hamster buccal pouch (HBP) carcinogenesis, an ideal animal model for analyzing the effects of putative chemopreventive agents [19]. To this end, we examined whole-genome expression using pangenomic microarrays to unveil the molecular mechanisms and signaling pathways regulated by chlorophyllin and ellagic acid.

## Results

### Body weight, tumour incidence, and histopathological changes

The mean final body weights were significantly decreased in group 1 (DMBA) compared to control (group 4). No significant differences in the body weights were observed in group 2 and 3 animals. In group 1 animals, the incidence of SCC was 100% with a tumour multiplicity of 2.6 per hamster. These tumours were large and exophytic with a mean tumour burden of 77.32 mm^3^. No tumours were observed in group 2 (DMBA+chlorophyllin) and group 3 (DMBA+ellagic acid) animals. Histopathological examination of these pouches revealed mild to moderate hyperplasia. In group 4 animals, the epithelium was normal, intact, and continuous. The gross appearance and representative photomicrographs of histopathological changes in the buccal pouch mucosa of control and experimental animals are shown in Figure 1.

**Figure 1:**
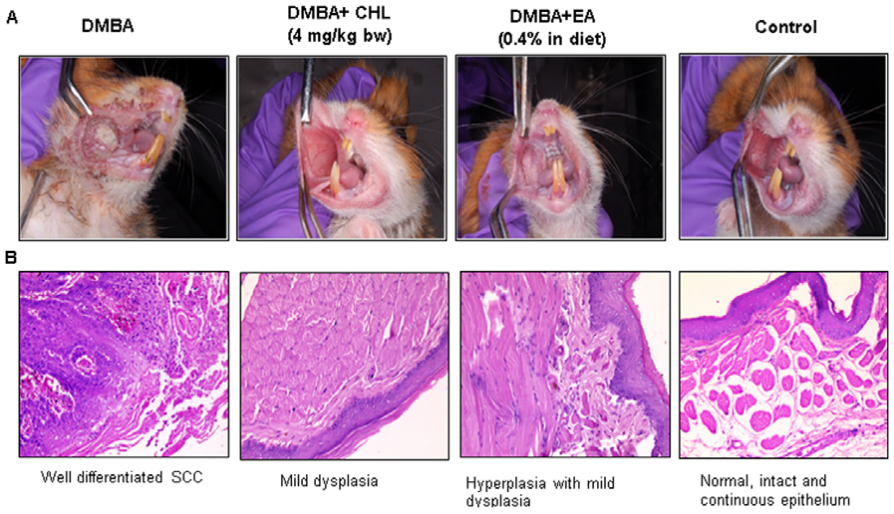
Gross appearance (A) and photomicrographs of histopathological changes (B) in the buccal pouch mucosa of control and experimental animals (×20).

### Differentially expressed genes

Analysis of microarray data revealed differential expression of 13,277 genes in DMBA painted hamsters relative to control. 

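Buccal pouch RNA of 2 individual hamsters per group was compared on 6 arrays carrying probes for rat transcripts, with 2 arrays for each of the DMBA, DMBA+chlorophyllin and DMBA+ellagic acid groups. On every array the treated sample was labelled with Cy5 and a control sample with Cy3. The pouches had been painted 3 times per week for 14 weeks with 0.5% DMBA, and the doses were 4 mg/kg for chlorophyllin and 0.4% of the diet for ellagic acid. The 2 control hamsters served all 3 comparisons, and neither the paper's text nor the sample labels state which control was on which array. The dyes were not exchanged on any array, so a gene-specific dye effect is part of each ratio against control and cancels in the differences between treated groups. The arrays of DMBA and ellagic acid shared 1 slide and scan, and those of chlorophyllin were on another, so an effect of the slide and an effect of chlorophyllin cannot be told apart. The labels of the deposited files call the Cy5 sample of each group a tumour, and the groups are named here as in the paper. Each array held 45018 spots, of which 43379 were not controls and represented 41012 probes. The median signal of an array was 140 to 172 in Cy3 and 110 to 174 in Cy5, over a median background of 47 to 61 and 51 to 54. A signal well above background was recorded for 57.3% to 62.4% of spots in Cy3 and for 67.1% to 77.8% in Cy5, and 31206 probes (76.1%) were well above background in at least 1 channel on at least 2 arrays. Saturation affected 224 to 407 spots in Cy3 and 313 to 597 in Cy5. The authors scanned the arrays and quantified them with Agilent Feature Extraction, and the deposited intensities are not normalized between dyes or arrays. From the mean foreground and median background intensities, ratios of treated over control were computed in limma with normexp background correction (offset 50), loess within arrays and quantile normalization between arrays. The paper names plain subtraction of the background, which leaves spots without a logarithm and was run as an alternative. Spots that the software marked as outliers, 187 to 294 per array, were left out, and saturated spots were kept. The spots of a probe were averaged, all 6 arrays entered 1 fit with a mean per group, and p-values were adjusted by the Benjamini-Hochberg method over the probes tested. The small number of arrays limits the precision of every value.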

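In DMBA painted pouches, 13204 of 40968 probes (32.2%) differed from control at an adjusted p under 0.05 from limma, 6873 of them higher and 6331 lower. The median size of these changes was 0.47 on the log2 scale, and 84.8% of them were smaller than 2-fold. At an unadjusted p under 0.05, 16966 probes differed. These are counts of probes, since the 41012 probes of the array carried 12340 distinct gene symbols and 35658 identifiers of genes or transcripts. Across the 21025 probes above background in both channels on all arrays, the log2 ratios of the 2 DMBA arrays had a Pearson's r of 0.957, where the probes are not independent replicates. The SD of the difference between these 2 arrays was 0.182, and 17 probes differed between them by more than 2-fold. With either array left out the spread came from the other groups, and the count was 8231 without DMBA replicate 1 and 8590 without DMBA replicate 2.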

In hamsters supplemented with chlorophyllin and ellagic acid in the diet, 3,899 and 1,420 genes were differentially expressed relative to control. 

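With chlorophyllin, 4213 of 40996 probes differed from control at an adjusted p under 0.05 from limma (1966 higher, 2247 lower), and 97.8% of these changes were smaller than 2-fold. With ellagic acid, 1456 of 40942 probes differed (592 higher, 864 lower), and 98.4% of the changes were smaller than 2-fold. The counts at an unadjusted p under 0.05 were 11927 and 8374. The count with ellagic acid was 6 (6 higher, 0 lower) with the background subtracted as the paper describes, 6162 (988 higher, 5174 lower) with Agilent processed signals. It was 942 with loess only, 401 with the series matrix value table and 689 with the replicate number as a block. The count with chlorophyllin was 1497, 348, 2160, 1605 and 2477 in these settings. The log2 ratios of the 2 chlorophyllin arrays differed with an SD of 0.113 and those of the 2 ellagic acid arrays with an SD of 0.317, and their correlations across probes above background were 0.883 and 0.218. The 2 chlorophyllin arrays differed by little more than the spots of 1 array, and whether they hold RNA of 2 separate hamsters was not tested. Both counts depended on the presence of both chlorophyllin arrays. Without DMBA+chlorophyllin replicate 1, limma called 0 probes with chlorophyllin (6288 at an unadjusted p under 0.05) and 0 with ellagic acid (7581 unadjusted). Without DMBA+chlorophyllin replicate 2, limma again called 0 probes with chlorophyllin (8417 unadjusted) and 0 with ellagic acid (7581 unadjusted). With the variance taken from the ellagic acid arrays alone, limma called 0 probes with ellagic acid (7139 unadjusted), and the count was 847 without DMBA+ellagic acid replicate 2. Within the slide that held DMBA and ellagic acid, limma called 0 probes with ellagic acid (7581 unadjusted), and chlorophyllin had no value within a slide shared with another group. For ellagic acid, this fit takes its variance from the same arrays as the fits without either chlorophyllin array, so it is no separate check. Between the chlorophyllin and ellagic acid groups, limma called 0 of 40936 probes (1820 at an unadjusted p under 0.05), 179 without DMBA+ellagic acid replicate 1 and 35 without DMBA+ellagic acid replicate 2.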

Using a P value = 0.05 and fold change cut off of 2, differentially expressed genes were identified between DMBA, DMBA+chlorophyllin, DMBA+ellagic acid groups by Imfit and eBayes (Empirical Bayes method). 

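With the further requirement of a 2-fold change (an absolute log2 ratio of at least 1), 2008 probes remained in DMBA, 880 higher and 1128 lower than control. In the chlorophyllin group there were 94 such probes, 66 higher and 28 lower, and in the ellagic acid group 23, 15 higher and 8 lower. Among those with a gene symbol were 1134, 26 and 7 probes in the same order of groups. The control signal in Cy3 was not well above background on any array for 62 of the higher probes in DMBA, 34 with chlorophyllin and 8 with ellagic acid, and for these only a lower bound of the fold can be read. In DMBA the count was 1805 without DMBA replicate 1 and 2208 without DMBA replicate 2. No 2-fold probe was called in the chlorophyllin or ellagic acid groups when either chlorophyllin array was left out, since limma then called none at any fold. With the background subtracted, Agilent processed signals and the series matrix value table there were 3023, 4866 and 4312 such probes in DMBA and 222, 289 and 386 with chlorophyllin. For ellagic acid they were 6, 4852 and 83, and 245 with loess only. The count with ellagic acid was 175 without DMBA+ellagic acid replicate 1 and 100 without DMBA+ellagic acid replicate 2.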

We found that 1,700 genes were differentially expressed in DMBA (Table S1); 104 genes in DMBA+chlorophyllin (Table S2); and 37 genes in DMBA+ellagic acid treated groups relative to control (Table S3). Venn diagram analysis of the differentially regulated genes indicated that 64 genes were commonly regulated in DMBA and DMBA+chlorophyllin, and 27 genes in DMBA and DMBA+ellagic acid groups. Furthermore, 27 genes were identified to be universally regulated by both chlorophyllin and ellagic acid (Figure 2). 

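Of the probes tested in both comparisons, 40 passed the 2-fold and adjusted p thresholds of limma in both DMBA and DMBA+chlorophyllin, out of 2007 and 77. Of these, 29 were higher in both groups, 6 were lower in both and 5 changed in opposite directions. Independent lists of these sizes would share 1.82 probes in the same direction, and 100 simulations of unchanged groups measured against the same controls shared a mean of 0. The simulated value is chance without any effect and does not tell how many of the 40 come from shared controls. In DMBA and DMBA+ellagic acid, 10 probes passed in both, out of 2001 and 18, with 8 higher, 2 lower and 0 opposite, against 0.434 from independent lists. All 10 were also among the probes shared with chlorophyllin. At an adjusted p under 0.05 without the fold requirement, DMBA shared 2198 probes with chlorophyllin, of which 529 were higher in both, 716 lower in both and 953 opposite, against 673 in the same direction and 677 in opposite directions from independent lists. It shared 994 with ellagic acid, of which 217 were higher in both, 398 lower in both and 379 opposite, against 231 and 234. Across probes, the covariance of the group means was 0.00572 for DMBA with chlorophyllin and 0.00978 for DMBA with ellagic acid. Over the 21025 probes above background, these covariances were -0.000462 and 0.00647. The simulated groups gave 0.00390 and 0.00389 over all probes. Those values follow from the equal noise that the simulation assumed for control and treated samples, and they do not measure the effect of the controls used. The control samples cannot be divided between the comparisons, so the part of an overlap that comes from shared controls was not removed. No shared 2-fold probe was left without either DMBA+chlorophyllin replicate, and DMBA shared 95 with ellagic acid without DMBA+ellagic acid replicate 1.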

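Chlorophyllin and ellagic acid shared 17 probes at an adjusted p under 0.05 from limma and 2-fold, out of 83 and 21, with 11 higher in both, 6 lower in both and 0 opposite. Independent lists would share 0.0229 in the same direction, and the simulated groups with shared controls shared a mean of 0.01 and at most 1. That value holds no effects and does not tell how many of the 17 come from shared controls. Without the fold requirement, 1094 probes were shared, out of 4195 and 1453, and 1 of them changed in opposite directions, where independent lists would share 75.4 in the same direction. The log2 ratios of the 2 groups had a correlation of 0.764 across probes and a covariance of 0.0280. The simulation gave 0.500 and 0.00389, but these values were fixed by its assumptions. It gave control and treated samples equal noise and arrays of 1 replicate number the same control. They do not tell how much of the correlation comes from shared controls. All 3 comparisons shared 10 probes at 2-fold and 814 at an adjusted p under 0.05. The 17 shared probes were lost without DMBA+chlorophyllin replicate 1, without DMBA+chlorophyllin replicate 2, and when each group's variance came from its own arrays.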

The microarray data has been deposited in NCBI's Gene Expression Omnibus (GEO) with GEO series accession number GSE29679. Heat map diagrams of differentially expressed genes in DMBA, DMBA+chlorophyllin, and DMBA+ellagic acid groups are shown in Figure 2.

**Figure 2:**
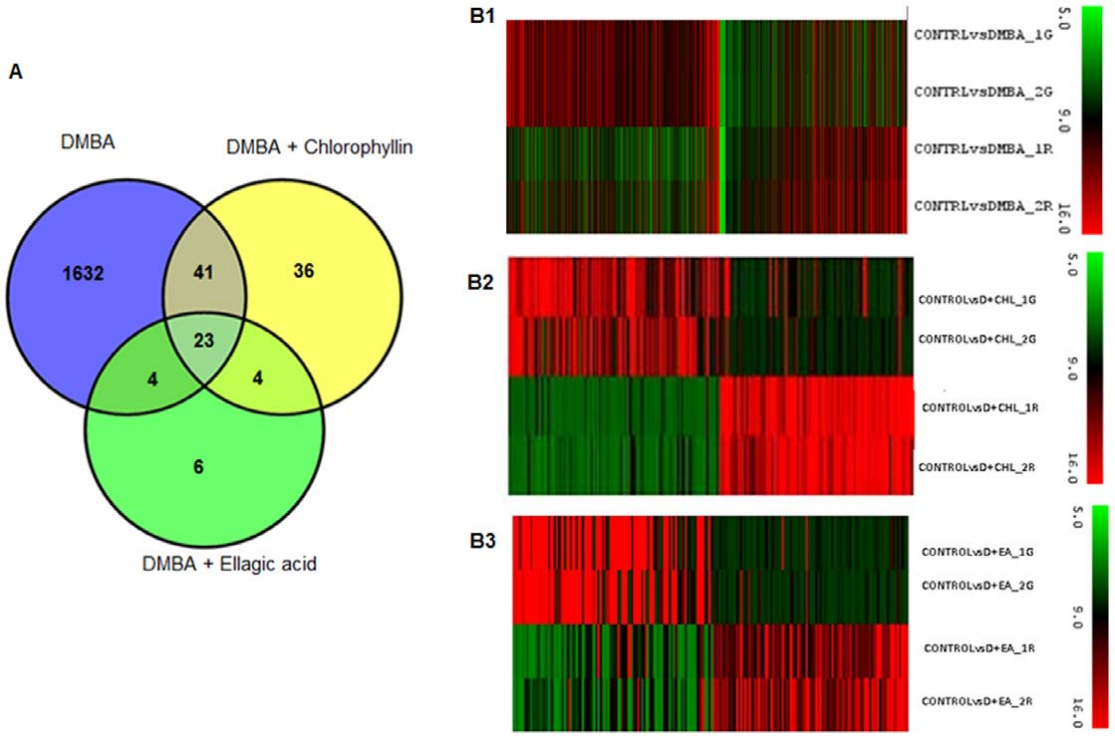
Gene expression profiles in various experimental groups. (A) Venn diagram analysis of the differentially expressed genes with P value = 0.05 and two fold change cut off in various experimental groups. (B) Heat maps depicting the gene expression profiles of hamsters treated with DMBA (B1), DMBA+chlorophyllin (B2) and DMBA+ellagic acid (B3). The heat map represents unsupervised clustering of differentially-expressed genes (P value = 0.05, fold change cut off of 2) using Imfit and eBayes (Empirical Bayes) method. Heat map values are log_2_-transformed, normalized fluorescence ratios of control versus treatment groups. Red represents an expression level above the mean expression of a gene across all samples; black represents mean expression; green indicates expression lower than the mean.

### Hierarchical clusters and molecular pathways modulated

Gene enrichment analysis using GSEA Pre Ranked Tool revealed that 67 pathways were significantly dysregulated in DMBA painted hamsters. The major functional categories of the up-regulated genes in DMBA painted animals were associated with cell cycle, TGFβ signalling, and other signal transduction cascades, whereas the most significantly downregulated gene functions were associated with cell adhesion and apoptosis (Table 1). 

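In DMBA painted pouches, 18 of the 36 measured genes of a cell cycle list were higher than control and 4 were lower at an adjusted p under 0.05 from limma (19 and 6 when adjusted over the list alone), with a median log2 ratio of 0.24 and an adjusted p of 0.00457 from limma's camera test (adjusted p = 0.202 with an estimated correlation between genes). Cyclin B1 (Ccnb1), on chromosome 2 of the rat genome, had a log2 ratio of 1.97 (SE 0.11, adjusted p = 8.76e-06), and its other probe had 1.25. Of 34 measured genes of TGFβ family signalling, 8 were higher and 9 lower (9 and 11 when adjusted over the list alone), with a median of -0.05 and a camera adjusted p of 0.699. The ligand Tgfb1 had a log2 ratio of 0.94 (SE 0.06, adjusted p = 2.43e-05). Of the lists not taken from the study, extracellular matrix had the most higher genes, with 24 of 32 higher and 2 lower (24 and 2 when adjusted over the list alone), a median of 1.18 and a camera adjusted p of 1.53e-08 (adjusted p = 0.0671 with an estimated correlation). Of the other signal transduction genes in the paper's Table 1, Egfr had a log2 ratio of 1.59 (SE 0.08, adjusted p = 5.73e-06) and Jak2 of 1.47 (SE 0.10, adjusted p = 2.28e-05). The other probe of Egfr, which was not measured above background, was not called (adjusted p = 0.657). Among the lower genes, cell junction genes were divided, with 6 of 28 higher and 7 lower (6 and 7 when adjusted over the list alone), a median of -0.08 and a camera adjusted p of 0.402. Apoptosis genes were divided too, with 11 of 31 higher and 8 lower (12 and 8 when adjusted over the list alone) and a camera adjusted p of 0.905, and their median of 0.06 and mean of -0.01 differed in sign. The widest falls were in skeletal muscle genes, with 0 of 42 higher and 34 lower (0 and 34 when adjusted over the list alone) and a camera adjusted p of 2.07e-18. Fatty acid oxidation and PPAR target genes followed, with 2 of 27 higher and 16 lower (2 and 18 when adjusted over the list alone), a median of -0.44 and a camera adjusted p of 3.81e-05 (adjusted p = 0.0890 with an estimated correlation). Of 21 epidermal differentiation genes, 3 were higher and 12 lower (3 and 13 when adjusted over the list alone), with a median of -0.52 and a camera adjusted p of 0.0017 (adjusted p = 0.202 with an estimated correlation). The genes that Table 1 names had been chosen on these samples and are not independent evidence, and 27 of the 28 up-regulated ones were higher here (28 when adjusted over the list alone) and 22 of the 23 down-regulated ones lower (22 when adjusted over the list alone). The exceptions were Cxcl12 at 0.19 (SE 0.06, adjusted p = 0.0513), whose other probe had 1.11 and which was called without DMBA+ellagic acid replicate 1 or replicate 2 (0.19 in both cases), and Prkar1a at 0.09 (SE 0.08, adjusted p = 0.487), whose other probe had -0.87. Pcna, at 0.41 (SE 0.11, adjusted p = 0.0259), was no longer called without DMBA replicate 2 (0.25), nor without DMBA+chlorophyllin replicate 1 or replicate 2 (0.41 in both cases), and its other probe had 1.11. The Pcna call was also lost with the background subtracted (adjusted p = 0.0706), loess only (0.131), Agilent processed signals (0.0918), the series matrix value table (0.125) and slide 1 only (0.0605). Of 30 lists tested, 12 passed with the preset correlation of 0.01 between genes, and with an estimated correlation skeletal muscle and the down-regulated genes of Table 1 still passed, both with an adjusted p of 0.0468.

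**Figure D1:**
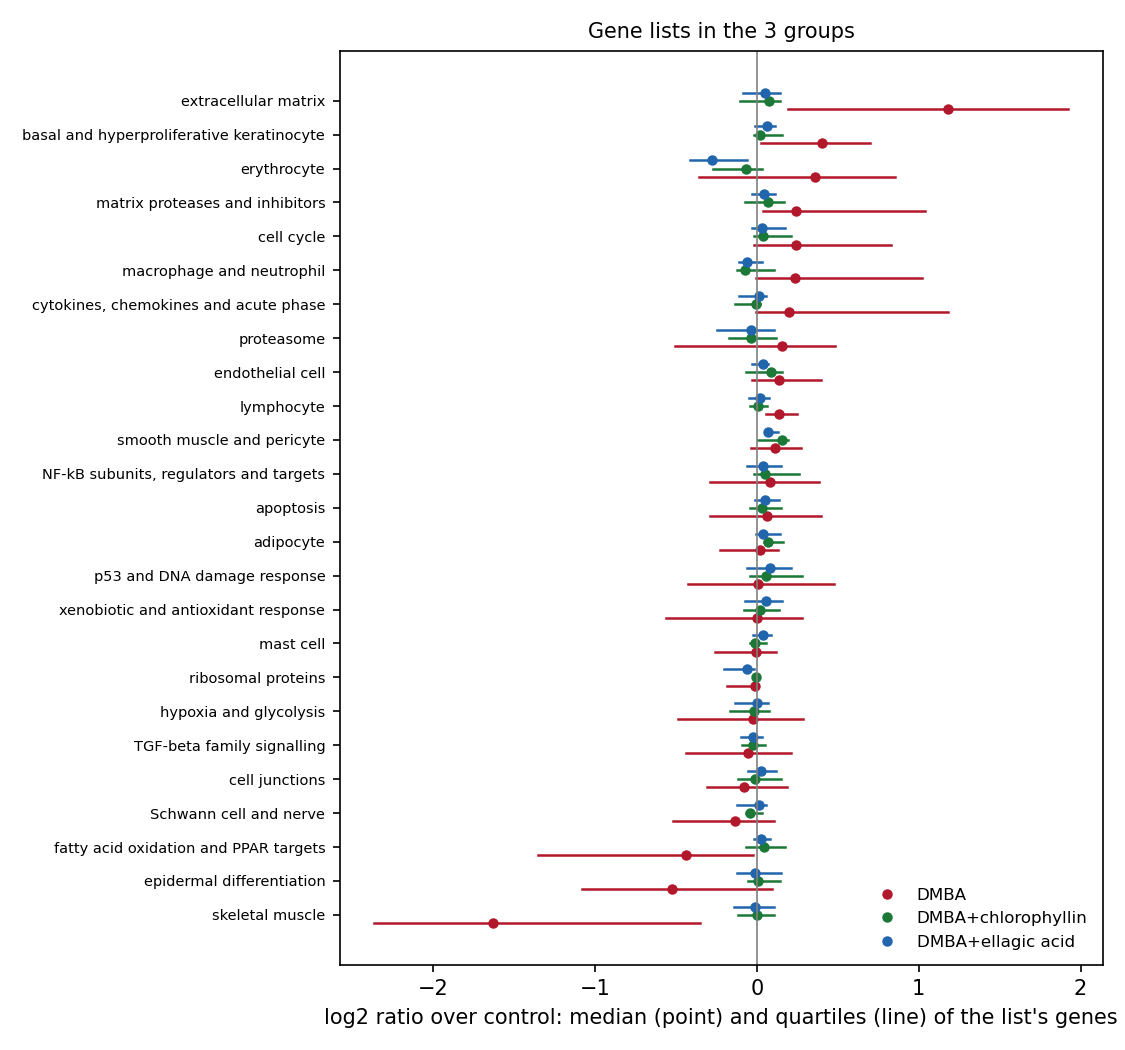
Median log2 ratio over control (points) and quartiles (bars) of the measured genes of 25 gene lists in DMBA, DMBA+chlorophyllin and DMBA+ellagic acid. The medians of the treated groups with chlorophyllin and ellagic acid lie close to 0, while in DMBA extracellular matrix genes reach 1.18.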

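The paper's Table 2 places 12 genes in the pathways shared by both agents, among them Nrcam, Cldn1, Oprm1, P2rx2, Glp1r, Edg5 and Drd4 as up-regulated, and Tgfb1 and Psma7 as down-regulated. Against control, 2 of the 10 up-regulated genes were higher and 1 was lower with chlorophyllin (3 and 2 when adjusted over the list alone), while with ellagic acid limma called 0 of them in either direction, also when adjusted over the list alone, and the medians were 0.02 and -0.02. The study chose these genes on the same samples, so the lists are not independent evidence. Of the adhesion genes, Cldn1 had a log2 ratio of -0.17 (adjusted p = 0.154) with chlorophyllin and -0.15 (adjusted p = 0.276) with ellagic acid, and Nrcam had -0.08 (adjusted p = 0.473) and -0.14 (adjusted p = 0.277), while 1 of the 2 other probes of Nrcam was lower with ellagic acid (adjusted p = 0.0262). Measured against DMBA, in which Cldn1 was lower than control (-0.61, adjusted p = 0.000374), Cldn1 was higher with chlorophyllin by 0.44 (SE 0.10, adjusted p = 0.0148) and with ellagic acid by 0.46 (SE 0.10, adjusted p = 0.0129). The other probe of Cldn1, which was not measured above background, was called in none of these comparisons (adjusted p = 0.721 in DMBA). Both of these Cldn1 calls were lost without DMBA replicate 2 (0.36 and 0.38), and the first also without DMBA+chlorophyllin replicate 1 (0.49) or replicate 2 (0.39). Among the receptor genes, Oprm1 was not called (adjusted p = 0.382 and 0.724) and has no fold because its control signal was not well above background, whereas its other probe was called with chlorophyllin (adjusted p = 0.0154), as was the mean of both probes (0.0432). P2rx2 differed from control by 0.04 (adjusted p = 0.748) and 0.02 (adjusted p = 0.919). For Glp1r no fold with chlorophyllin is given, as its signal was not well above background in either channel, and Edg5 was at least 1.21-fold higher with chlorophyllin (adjusted p = 0.0401), its control signal lying at background. Drd4 was lower with chlorophyllin, at -0.31 (SE 0.06, adjusted p = 0.0238). Leaving out DMBA+chlorophyllin replicate 1 or replicate 2 ended the calls of Glp1r (adjusted p = 0.0248 with both), Edg5 and Drd4, whose log2 ratio was then -0.27 or -0.36, and leaving out DMBA replicate 1 or replicate 2 ended that of Edg5 (adjusted p = 0.0534). These 3 calls were also lost with the background subtracted (adjusted p = 0.0507, 0.0649 and 0.0535), Agilent processed signals (0.111, 0.151 and 0.0733) and the series matrix value table (0.218, 0.242 and 0.0697). That of Edg5 ended with loess only (0.0768) and the replicate block (0.0679) too. Of the pair listed as down-regulated, Tgfb1 had -0.09 (SE 0.06, adjusted p = 0.362) with chlorophyllin and 0.01 (SE 0.06, adjusted p = 0.971) with ellagic acid, and was lower than in DMBA by -1.03 (adjusted p = 0.000161) and -0.93 (adjusted p = 0.000275). The proteasome subunit Psma7 had 0.46 (SE 0.14, adjusted p = 0.0806) and 0.89 (SE 0.14, adjusted p = 0.024), the latter from arrays at 1.24 and 0.54, and this call was lost without DMBA+chlorophyllin replicate 1 or replicate 2 (0.89 in both cases), while the ratio with chlorophyllin was called without DMBA+ellagic acid replicate 1 or replicate 2 (0.46 in both cases) and with only the arrays of the groups compared (adjusted p = 0.0228). The call of Psma7 with ellagic acid was also lost with the background subtracted (0.79, adjusted p = 0.0771), loess only (0.46, 0.139), Agilent processed signals (0.48, 0.0811) and the series matrix value table (0.48, 0.143). It ended with only the arrays of the groups compared (0.185) and slide 1 only (0.0958) as well.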

Dietary administration of chlorophyllin and ellagic acid were found to universally modulate expression of genes associated with cell adhesion, cell-cell communication, and TGFβ signaling (Table 2).

**Table 1:** Molecular pathways related to the genes differentially expressed in DMBA painted animals.

Functional classification	Genes Symbols
***DMBA- upregulated***	
HSA04110_Cell cycle	CCNB1, CCND1, CCND3, TGFB1, PCNA, CDK7
HSA04512_ECM receptor interaction	COL5A3, COL5A1, THBS4, CD44, TNR
HSA05219_Bladder cancer	MMP9, MMP2, EGFR
HSA04630_JAK STAT signaling pathway	JAK2, PTPN6, STAT1, CCND3
HSA04670_Leukocyte trans endothelial migration	MMP9, MMP2, ACTN1, CYBA, CXCL12
HSA04510_Focal adhesion	COL5A3, EGFR, PDGFRB, MAPK8, CCND1, JUN, TNR, SRC
HSA05222_Small cell lung cancer	CCNE1, NOS3, CCND1, NFKB1
HSA04350_TGF beta signaling pathway	TGFB1, SMAD7, THBS4
***DMBA- downregulated***	
HSA03320_PPAR signaling pathway	FABP3, HMGCS2, ACSL6, ME1
HSA04530_Tight junction	MYH2, MYH6, OCLN, PPP2R2A, PRKCH, F11R, PARD3
HSA04520_Adherens junction	LMO7, PARD3, ACTN4, ERBB2
HSA04514_Cell adhesion molecules	NRXN1, OCLN, CDH15, CLDN1, L1CAM
HSA04210_Apoptosis	CAPN1, PIK3R1, PPP3CA, PRKAR1A, CHP

Gene enrichment analysis for the up- and down-regulated genes was done using GSEA Pre Ranked Tool. The selection criteria were set at Benjamin-Hochberg P = 0.05. Only statistically significant pathways showing a permuted P-value = 0.05 and a positive (enrichment) z-score >2 were selected.

**Table 2:** Molecular pathways related to the genes commonly modulated by chlorophyllin and ellagic acid supplementation.

Functional classification	Genes Symbols
***Chlorophyllin/Ellagic acid- upregulated***	
HSA04514_Cell adhesion molecules	NRCAM, CLDN1, NRXN1
HSA03320_PPAR signaling pathway	UBC, HMGCS2
Hsa04080_Neuroactive ligand receptor interaction	OPRM1, P2RX2, GLP1R, EDG5, DRD4
***Chlorophyllin/Ellagic acid- downregulated***	
HSA04350_TGF beta signaling pathway	TGFB1
Hsa03050_Proteasome	PSMA7

Genes commonly modulated by chlorophyllin and ellagic acid in the enriched pathways (z-score >2) are listed. Gene enrichment analysis was done using GSEA Pre Ranked Tool. P value correction was done using Benjamini and Hochberg method.

### Validation of microarray results by qPCR and Western blot analysis

We performed quantitative reverse transcriptase PCR (qRT-PCR) and western blot analysis to validate the results of microarray analysis (Figures 3, 4, 5). A significant increase in the expression of TGFRI, TGFRII, Smad7, NF-κB p50, NF-κB p65, MMP-2, MMP-9, and cyclin D1, with decrease in the expression of TIMP-2 was found in DMBA painted pouches compared to control. Dietary supplementation of chlorophyllin and ellagic acid to DMBA painted hamsters significantly downregulated both the mRNA and protein expression of TGFRII, Smad7, NF-κB, MMP-2, MMP-9, and cyclin D1 compared to group 1 animals confirming the results of microarray analysis. Although immunoblot analysis revealed significant modulatory effects of both the phytochemicals on protein expression of TGFRI and TIMP-2, the qRT-PCR data indicated significant changes only for the chlorophyllin supplemented group.

**Figure 3:**
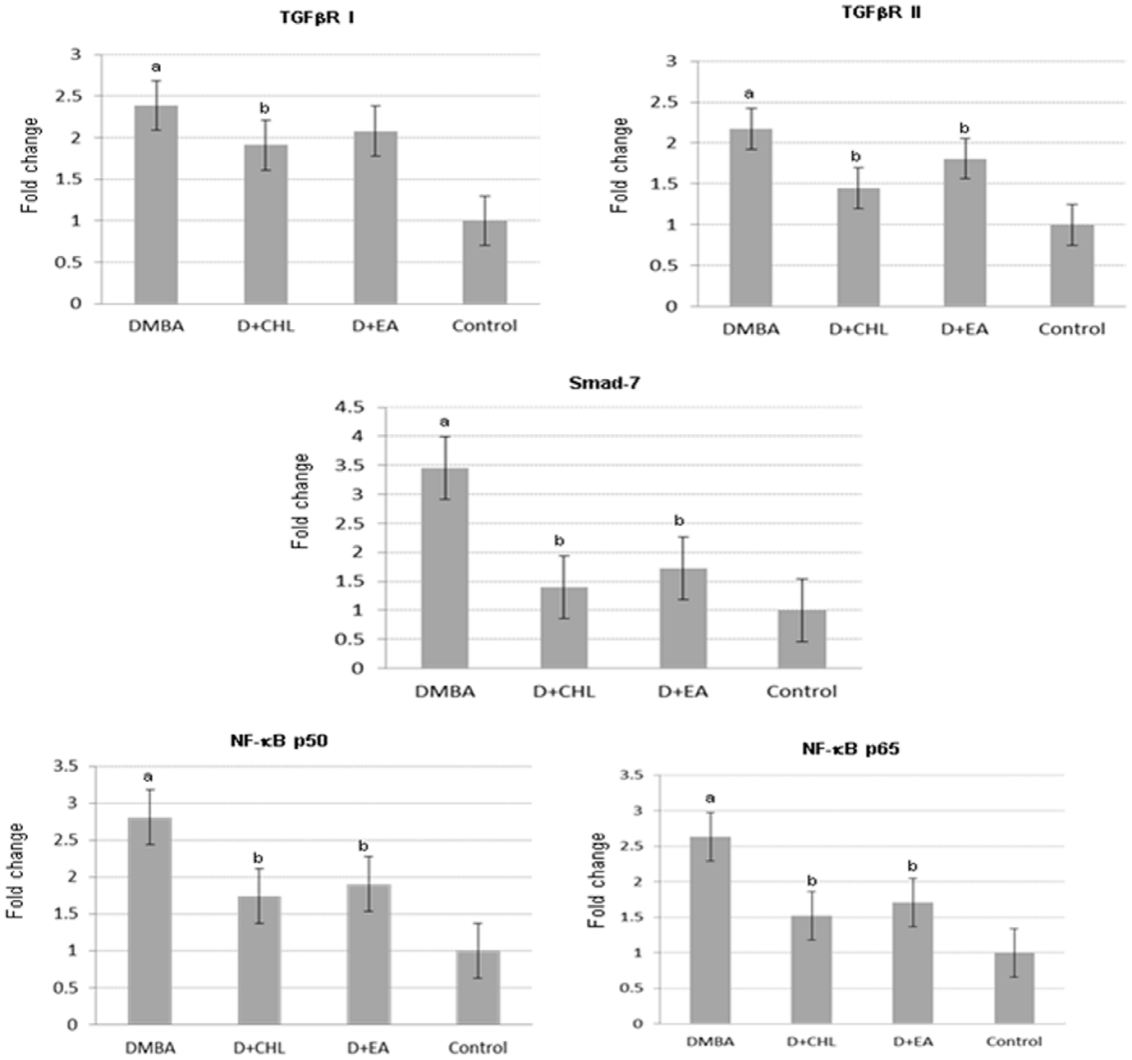
Transcript expression levels of TGFβRI, TGFβRII, Smad7, NF-κB p50, and NF-κB p65 in various experimental groups as determined by RT-qPCR. cDNA individually generated from the buccal pouch RNA of biological replicates was subjected to RT-qPCR analysis. Relative mRNA expression for each gene was determined and normalized to the average transcript expression of GAPDH internal control. The fold change in transcript expression for each gene was determined using the 2^−ΔΔCt^ method. Data are the mean ± SD of two separate experiments. Statistical significance was determined by Mann-Whitney test (P<0.05). a Significantly different from control. b Significantly different from DMBA.

**Figure 4:**
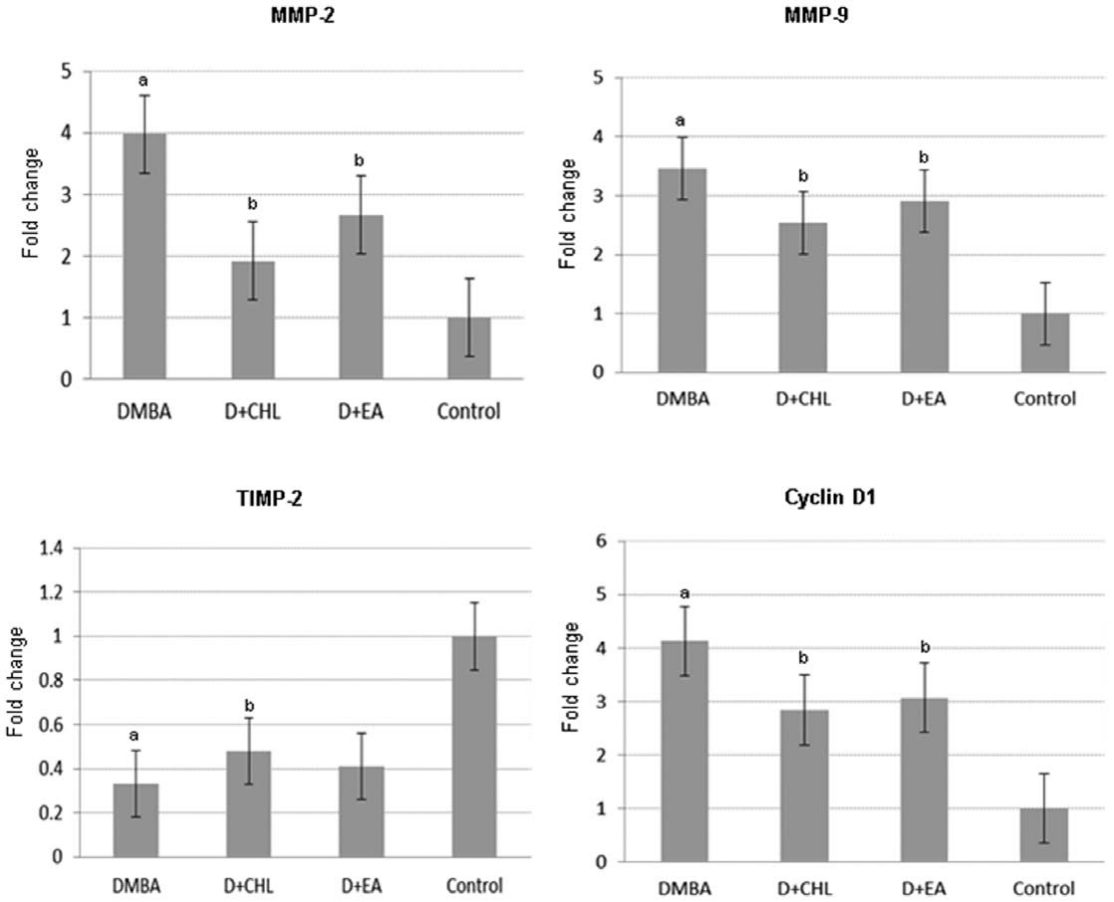
Relative mRNA expression levels of MMP-2, MMP-9, TIMP-2 and Cyclin D1 in various experimental groups as determined by RT-qPCR. cDNA individually generated from the buccal pouch RNA of biological replicates was subjected to RT-qPCR analysis. Relative mRNA expression for each gene was determined and normalized to the average transcript expression of GAPDH internal control. The fold change in transcript expression for each gene was determined using the 2^−ΔΔCt^ method. Data are the mean ± SD of two separate experiments. Statistical significance was determined by Mann-Whitney test (P<0.05). a Significantly different from control. b Significantly different from DMBA.

**Figure 5:**
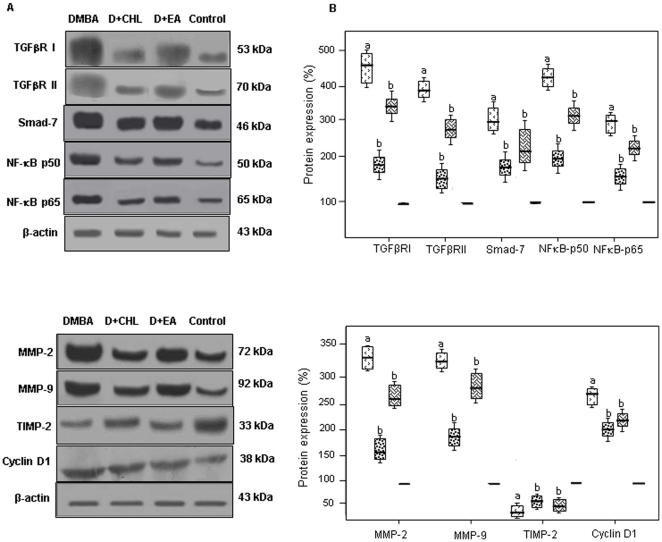
Western blot analysis of the differentially expressed genes. (A) Representative immunoblots showing the protein levels of the differentially expressed genes in the buccal pouch total cell lysate. Protein samples (50 µg/lane) resolved on SDS-PAGE were probed with corresponding antibodies. Quantification was done by normalising the band density to that of β-actin. (B) Densitometric analysis. Each box plot represents the protein expression from control lysates for two determinations. a Significantly different from control by Mann-Whitney test (P<0.05). b Significantly different from DMBA.

## Discussion

A substantial number of studies have demonstrated the chemopreventive efficacy of chlorophyllin and ellagic acid in various animal tumour models [16]–[18], [20], [21]. We report for the first time the inhibition of DMBA-induced HBP carcinogenesis by dietary supplementation of chlorophyllin and ellagic acid based on reduced incidence of preneoplastic and neoplastic lesions, and changes in the expression pattern of genes associated with carcinogenic signaling.

Comparative gene expression profiling revealed differential expression of a substantial number of gene transcripts in HBP tumours with a fold change greater than 2. 

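The largest rises in HBP tumours among genes with a symbol, a signal above background and the same sign on both arrays were in the keratin gene Krt1-18 and the alkaline phosphatase gene Alpl. Krt1-18 (probe on chromosome 2 of the rat assembly rn4, 80044443 to 80044502) had a log2 ratio over control of 4.61 (SE 0.10, adjusted p = 3.87e-07 from limma), with 4.82 and 4.40 on the 2 arrays, and its other probe had 1.97. Alpl (chromosome 5, 156501741 to 156501800) had 4.44 (SE 0.11, adjusted p = 4.46e-07), with 4.70 and 4.18. Inhba, a subunit of the TGFβ family ligand activin, had 3.15 (SE 0.08, adjusted p = 4.5e-07). The deepest falls included muscle genes. Ttn, which encodes titin, had -4.17 (SE 0.53, adjusted p = 0.000651), and 1 of its 3 probes did not change (-0.01, adjusted p = 0.969). Neb, which encodes nebulin, had -3.34 (SE 0.11, adjusted p = 1.1e-06), and the creatine kinase gene Ckmt2 had -3.74 (SE 0.07, adjusted p = 3.87e-07). Of the other deep falls, the keratin gene Ka24 had -4.11 (SE 0.17, adjusted p = 2.57e-06) and Serpinb3 had -3.45 (SE 0.43, adjusted p = 0.000643). The wide error of Ttn and Serpinb3 came from the ellagic acid arrays, which enter the common variance and lay at 1.32 and -1.55 for Ttn and at 0.61 and -1.75 for Serpinb3.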

Dietary administration of chlorophyllin and ellagic acid significantly reversed the expression of a subset of differentially expressed genes in DMBA painted animals towards normal, suggesting that these genes may be responsible for the chemopreventive potential of these phytochemicals. In particular, downregulation of TGFβ receptors, Smad7, MMPs, cyclin D1, and NF-κB by chlorophyllin and ellagic acid may play a key role in impeding the development of HBP tumours.

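Of the 2007 probes that differed from control by at least 2-fold in DMBA painted animals and were measured in all groups, 1888 differed from DMBA in the opposing direction with chlorophyllin at an adjusted p under 0.05 from limma, and 1871 with ellagic acid. Differences from DMBA away from control were called for 0 probes with chlorophyllin and 0 with ellagic acid. The median share of the DMBA response that remained was 0.589% with chlorophyllin (quartiles -10.8% and 11.9%) and 1.25% with ellagic acid (quartiles -8.62% and 12.9%), and the slopes through 0 were 2.02% and 3.06%. Against control, 1590 of these probes were not called with chlorophyllin and 1786 with ellagic acid, and 35 and 10 still differed by at least 2-fold in the direction of DMBA. Probes chosen for a large DMBA ratio fall back by chance, so the share was also read with probes chosen on 1 DMBA array and the DMBA level taken from the other. It was then -0.523% and 1.25% with chlorophyllin, and 0.483% and 2.49% with ellagic acid. With the choice on DMBA replicate 1, a difference away from control was called for 1 probe with each agent. With arrays left out, the share with chlorophyllin was 1.16% without DMBA replicate 1, -0.581% without DMBA replicate 2, 0.368% without DMBA+chlorophyllin replicate 1 and 0.371% without DMBA+chlorophyllin replicate 2, and that with ellagic acid was 3.60% without DMBA+ellagic acid replicate 1 and -2.14% without DMBA+ellagic acid replicate 2. Over all probes, 10199 of 40963 differed between chlorophyllin and DMBA (4905 higher, 5294 lower) and 8780 of 40923 between ellagic acid and DMBA (4346 higher, 4434 lower), of which 2312 and 2131 differed by at least 2-fold. The first count was 6103 without DMBA replicate 1, 5326 without DMBA+chlorophyllin replicate 1 and 5805 without DMBA+chlorophyllin replicate 2, and the second was 5317 without DMBA replicate 1. The dye effect cancels in these differences, and ellagic acid and DMBA shared a slide. From the return of these genes towards normal, the paper proposes that they may account for the chemopreventive potential of the phytochemicals.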

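The 9 genes of the RT-qPCR assays form a list of the study's own, measured by it in the same groups, and are not independent evidence. On the arrays 6 of them were higher and 1 was lower in DMBA than in control at an adjusted p under 0.05 from limma (6 and 1 when adjusted over the list alone), with a median log2 ratio of 0.69. With chlorophyllin, 5 were lower and 1 was higher than in DMBA (6 and 1 when adjusted over the list alone), with a median difference of -0.57, and with ellagic acid 5 were lower and 1 was higher (5 and 1 when adjusted over the list alone), with a median of -0.60. These 2 medians are the values of Timp2, whose saturation limits them. In ellagic acid against DMBA it was saturated in both groups, so its place among the 5 lower genes cannot show a fall. The camera adjusted p was 0.0232 in DMBA, 0.014 for chlorophyllin against DMBA and 0.0148 for ellagic acid against DMBA. None of them passed with an estimated correlation between genes (adjusted p = 0.387, 0.334 and 0.346). The first was also lost with Agilent processed signals (adjusted p = 0.0605) and the series matrix value table (0.0626), and the third without DMBA replicate 2 (0.0581). Against control, 1 was higher and 0 were lower with chlorophyllin, and 1 was higher and 1 lower with ellagic acid. The lower gene was Rela, whose call was lost in 8 of 10 alternative settings (limma adjusted p up to 0.157).

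**Figure D2:**
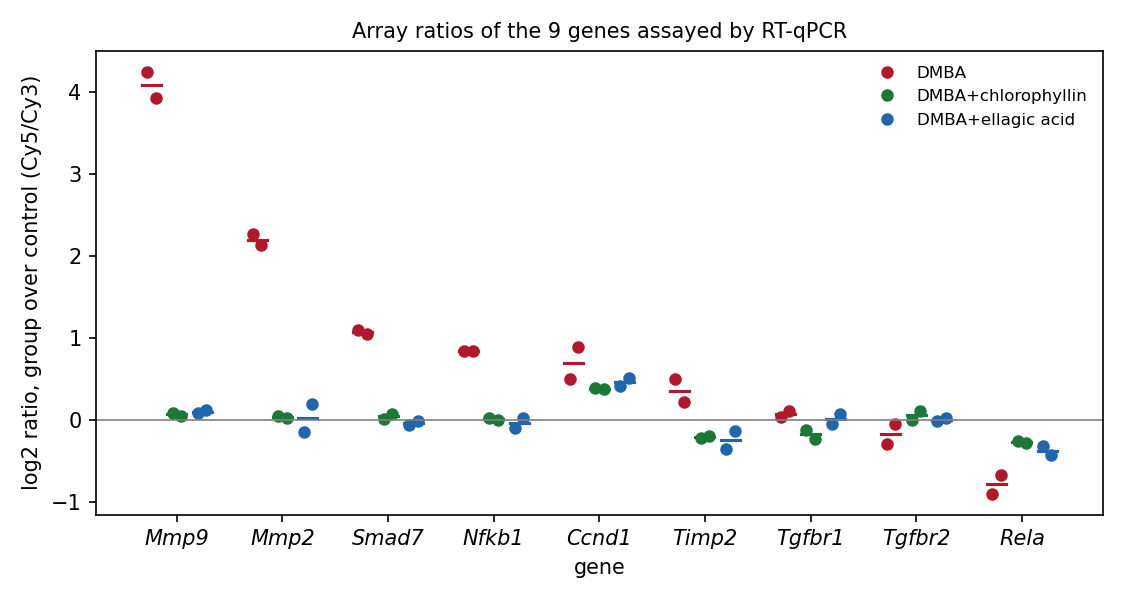
Log2 ratios over control of Mmp9, Mmp2, Smad7, Nfkb1, Ccnd1, Timp2, Tgfbr1, Tgfbr2 and Rela on each array (points) and their group mean (bar) in DMBA, DMBA+chlorophyllin and DMBA+ellagic acid, with 2 arrays per group. The points of Mmp9, Mmp2, Smad7 and Nfkb1 in DMBA lie apart from those of the other groups, and those of Tgfbr1 and Tgfbr2 do not. Timp2 was saturated on 4 arrays.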

Of late, TGF-β has emerged as a promising therapeutic target against cancer and several small and large-molecule compounds that block TGF-β signalling have entered clinical trials [22], [23]. TGF-β, a multifunctional cytokine regulates a diverse array of cellular processes including morphogenesis, motility, differentiation, cell proliferation, apoptosis, and invasion in various cell types. TGF-β signalling is mediated through two serine/threonine kinase transmembrane receptors, TβRI and RII that activate Smads. Activated Smads relocate to the nucleus and together with other transcription factors regulate the expression of target genes [24]. TGF-β plays a dual role in oncogenesis, functioning as a tumor suppressor in early stages of tumour development and as an oncogene in later stages [25]. Downregulation of TβRI and RII as well as Smad-7 by chlorophyllin and ellagic acid supports the view that tumors in which TGF-β functions as an oncogenic factor are good candidates for anti-TGF-β therapy.

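The TGFβ receptor genes did not differ from DMBA in the array data at an adjusted p under 0.05 from limma. For Tgfbr1 (chromosome 5 of rn4, 64031453 to 64031512), which encodes TβRI, the log2 ratio over control was 0.07 (SE 0.07, adjusted p = 0.463) in DMBA, and the difference from DMBA was -0.24 (SE 0.10, adjusted p = 0.108) with chlorophyllin and -0.06 (SE 0.10, adjusted p = 0.726) with ellagic acid. The first of these differences was called in the deposited scanner ratios, where Tgfbr1 was lower by -0.62. For Tgfbr2 (chromosome 8, 120608696 to 120608755), which encodes TβRII, the ratio in DMBA was -0.17 (SE 0.08, adjusted p = 0.145), and the differences from DMBA were 0.23 (SE 0.11, adjusted p = 0.186) and 0.18 (SE 0.11, adjusted p = 0.327). Smad7 (chromosome 18, 72323004 to 72323063), an inhibitor of the receptor, had a ratio of 1.07 (SE 0.06, adjusted p = 1.24e-05) in DMBA, with 1.10 and 1.04 on the 2 arrays. It was lower than in DMBA by -1.03 (SE 0.09, adjusted p = 0.000162) with chlorophyllin and by -1.11 (SE 0.09, adjusted p = 0.000121) with ellagic acid, which brought it to 0.04 and -0.04 relative to control.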

Modulation of TGFβ signaling by chlorophyllin and ellagic acid was associated with downregulation of nuclear factor-kappa B (NF-κB). 

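Nfkb1, the gene of the p50 subunit (chromosome 2 of rn4, 233091120 to 233091179), had a log2 ratio over control of 0.84 (SE 0.06, adjusted p = 4.7e-05 from limma) in DMBA. It was lower than in DMBA by -0.83 (SE 0.09, adjusted p = 0.000507) with chlorophyllin and by -0.88 (SE 0.09, adjusted p = 0.000419) with ellagic acid. Its other probe had 0.48 in DMBA, and its differences of -0.15 and -0.40 were not called. The 2 probes of Rela, the gene of the p65 subunit, moved in opposite directions. The brighter probe (chromosome 1, 208272349 to 208272408) had a log2 ratio of -0.78 (SE 0.08, adjusted p = 0.000166) in DMBA and was higher than in DMBA by 0.52 (SE 0.11, adjusted p = 0.0106) with chlorophyllin and 0.41 (SE 0.11, adjusted p = 0.0316) with ellagic acid. The dimmer probe had 0.39 (adjusted p = 0.00292) in DMBA and was lower by -0.36 (adjusted p = 0.029) and -0.36 (adjusted p = 0.0303). Both differences of the brighter probe were lost without DMBA replicate 1 (0.40 and 0.29). The first was also lost without DMBA+chlorophyllin replicate 1 (0.51) or replicate 2 (0.53), and the second without DMBA+chlorophyllin replicate 1 or replicate 2 (0.41 in both cases) and without DMBA+ellagic acid replicate 1 (0.35). Among other settings, the first was lost with Agilent processed signals (adjusted p = 0.0792), the series matrix value table (0.0626) and both probes averaged (0.08, adjusted p = 0.507). The second was lost in these 3 settings (0.103, 0.0987 and, averaged, 0.02 with an adjusted p of 0.875). It also ended with the background subtracted (0.0825), the replicate block (0.0554), and only the arrays of the groups compared or slide 1 only (0.0675). Of 22 measured NF-κB subunits, regulators and targets, 9 were higher and 6 lower in DMBA (9 and 6 when adjusted over the list alone), with a camera adjusted p of 0.406. Relative to DMBA, 8 were higher and 6 lower with chlorophyllin (8 and 6 when adjusted over the list alone) and 6 higher and 5 lower with ellagic acid (6 and 6 when adjusted over the list alone), with medians of -0.04 and -0.05 and camera adjusted p of 0.863 and 0.680. Of the 34 TGFβ family genes, 9 were higher and 6 lower than in DMBA with chlorophyllin (9 and 6 when adjusted over the list alone), with a median of 0.06, and 5 higher and 4 lower with ellagic acid (8 and 6 when adjusted over the list alone), with a median of -0.06.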

Strategies that target NF-κB, a hub in oncogenic signaling are considered central in designing effective anticancer agents [26], [27]. NF-κB, a redox-sensitive transcription factor functions as a major mediator of inflammation, cell cycle progression, cell survival, and metastasis during carcinogenesis. In unstimulated cells, NF-κB exists in the cytosol as an inactive heterodimer of p50 and p65 subunits complexed to inhibitor of NF-κB (IκB). Upon stimulation, IκB undergoes rapid phosphorylation by IκB kinase β (IKKβ) and degradation via the ubiquitin proteasome pathway. Dissociation of IκB from the p50/p65 heterodimer exposes the nuclear localization signals on NF-κB that subsequently translocates to the nucleus and regulates the transcription of over 500 genes implicated in oncogenesis [28], [29]. In particular, transactivation of cyclin D1 and epithelial-mesenchymal transition (EMT) programming genes such as matrix metalloproteinases (MMPs) by NF-κB is considered critical for malignant transformation [30]–[32].

Cyclin D1, an oncogene that promotes cell cycle progression through phosphorylation of the retinoblastoma protein and prevents apoptosis by sequestering Bax in the cytoplasm has been recognized as a potential therapeutic target in cancer [33], [34]. 

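Cyclin D1 (Ccnd1, chromosome 1 of rn4, 205357582 to 205357641) had a log2 ratio over control of 0.69 (SE 0.09, adjusted p = 0.000933 from limma) in DMBA, 0.38 (SE 0.09, adjusted p = 0.0439) with chlorophyllin and 0.47 (SE 0.09, adjusted p = 0.0433) with ellagic acid. Its other probe was called in DMBA but not with the agents (adjusted p = 0.201 and 0.447). The differences from DMBA, -0.31 (SE 0.13, adjusted p = 0.137) and -0.23 (SE 0.13, adjusted p = 0.297), did not pass the test, nor did those of its other probe, -0.53 (adjusted p = 0.0956) and -0.62 (adjusted p = 0.064). Averaged over both probes, cyclin D1 was lower than in DMBA by -0.42 with each agent, and both differences passed. The difference with chlorophyllin also passed without DMBA replicate 1 (-0.50). The ratios over control with chlorophyllin and ellagic acid were no longer called without DMBA+chlorophyllin replicate 1 (0.38 and 0.47) or replicate 2 (0.39 and 0.47), and that with ellagic acid was also lost without DMBA+ellagic acid replicate 1 (0.52) or replicate 2 (0.42). Both calls over control ended with the background subtracted (adjusted p = 0.113 and 0.113), loess only (0.179 and 0.171), Agilent processed signals (0.199 and 0.115) and the series matrix value table (0.265 and 0.186). They also ended with the replicate block (0.0537 and 0.0577) and both probes averaged (0.0570 and 0.0917). That with ellagic acid ended with only the arrays of the groups compared (0.142) and slide 1 only (0.126).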

Downregulation of cyclin D1 by dietary supplementation of chlorophyllin and ellagic acid may be attributed to abrogation of signaling through receptor tyrosine kinases, and the MEK–ERK, WNT, and NF-κB pathways as well as TGF-β mediated antiproliferative control [34].

The results of the present study suggest that deregulation of TGFβ/NF-κB signaling triggers upregulation of MMP-2 and -9 in HBP carcinomas. 

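MMP-9 and MMP-2 rose in the HBP carcinomas on both arrays. Mmp9 (chromosome 3 of rn4, 155992463 to 155992522) had a log2 ratio over control of 4.08 (SE 0.08, adjusted p = 3.87e-07 from limma), with 4.24 and 3.92 on the 2 arrays. Mmp2 had 2.20 (SE 0.09, adjusted p = 2.53e-06), with 2.27 and 2.13, and its other probe had 0.27 (adjusted p = 0.0104). Of 28 measured matrix proteases and inhibitors, 14 were higher and 0 lower (14 and 0 when adjusted over the list alone), with a median of 0.24 and a camera adjusted p of 0.000206, which was 0.179 with an estimated correlation between genes. The inhibitor Timp1 (chromosome X, 12542700 to 12543703) had 3.08 (SE 0.07, adjusted p = 4.2e-07). Timp2, which was saturated on 4 arrays, was at least 1.15-fold higher than control (adjusted p = 0.0159), and the call was lost without DMBA replicate 1 (adjusted p = 0.212). It was also lost with the background subtracted (0.0536), loess only (0.214), Agilent processed signals (0.234) and the series matrix value table (0.233).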

Numerous studies have demonstrated a direct link between TGFβ/NF-κB signaling and MMP overexpression in various cancers [35]–[38]. MMPs, a family of zinc-dependent endopeptidases that catalyze the disintegration of the ECM and basement membrane play a pivotal role in tumor invasion and angiogenesis [39]. Despite the limited success of MMP inhibitors in clinical trials, several pharmaceutical companies have invested considerable efforts to develop safe and effective agents to target MMPs [40]. Chlorophyllin and ellagic acid that decrease the expression of MMP-2 and -9 are attractive candidates for inhibiting MMPs and consequent tumor progression.

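Both MMPs were lower than in DMBA with either agent and lay at the level of the controls. Mmp9 was lower by -4.01 on the log2 scale (SE 0.12, adjusted p = 5.04e-06 from limma) with chlorophyllin and by -3.98 (SE 0.12, adjusted p = 5.36e-06) with ellagic acid, and its ratios over control were 0.07 (adjusted p = 0.61) and 0.10 (adjusted p = 0.528). Mmp2 was lower by -2.16 (SE 0.13, adjusted p = 3.09e-05) and -2.17 (SE 0.13, adjusted p = 3.13e-05), with ratios over control of 0.04 and 0.03. Its other probe was lower by -0.30 (adjusted p = 0.036) and -0.27 (adjusted p = 0.0602). Of the matrix proteases and inhibitors, 1 was higher and 12 lower than in DMBA with chlorophyllin (1 and 14 when adjusted over the list alone), with a median of -0.28. With ellagic acid, 0 were higher and 14 lower (0 and 14 when adjusted over the list alone), with a median of -0.36. The list passed in neither comparison with an estimated correlation between genes (adjusted p = 0.199 and 0.194). Among the inhibitors, Timp1 was lower by -2.83 (SE 0.11, adjusted p = 6.46e-06) and -2.93 (SE 0.11, adjusted p = 6.03e-06). Timp2 was at least 1.40-fold lower with chlorophyllin (adjusted p = 0.0137). With ellagic acid it was saturated in both groups and cannot show a fall, although it is counted among the 14 lower genes. The call with chlorophyllin was lost without DMBA replicate 1 (adjusted p = 0.0854) and without DMBA+chlorophyllin replicate 1 (0.0894) or replicate 2 (0.0793). It was also lost with the background subtracted (0.0525), loess only (0.179), Agilent processed signals (0.123) and the series matrix value table (0.103).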

In summary, our results reveal multiple gene changes in DMBA-induced HBP carcinomas. In particular, changes in the expression of TGFβ receptors, NF-κB, cyclin D1, and MMPs play a crucial role in the transformation of the normal buccal pouch to a malignant phenotype. Consistent with our findings, Yang et al. [41] reported that 5,255 genes were differentially expressed during the development and progression of HBP carcinomas most of which were associated with cell structure, cell adhesion, cell differentiation, signal transduction, and transcription regulation. 

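Of the 30 gene lists, 11 differed from DMBA with chlorophyllin and 11 with ellagic acid in limma's camera test, against 0 and 1 that differed from control. With an estimated correlation between genes, 2 lists passed in each difference from DMBA and 0 against control. The paper reports tumours in the DMBA group and none with either agent. A different make-up of the tissue therefore cannot be told apart from a reversal in these differences. They were widest in skeletal muscle genes, 32 of which were higher and 0 lower than in DMBA with either agent, with median differences of 1.72 and 1.66. Adjusted over the list alone, 33 were higher and 1 lower with chlorophyllin, and 32 and 0 with ellagic acid. Extracellular matrix genes were lower than in DMBA, 20 with chlorophyllin and 18 with ellagic acid (21 and 23 when adjusted over the list alone, with 1 higher in each), and their medians were -1.06 and -1.01 (adjusted p = 0.0743 and 0.0686 with an estimated correlation). Among those called lower with ellagic acid, Sparc was saturated in both groups and cannot show a fall. Cell cycle genes were lower by a median of -0.16 and -0.14, with 10 and 11 genes lower and 1 and 0 higher (11 lower and 2 higher in each when adjusted over the list alone, adjusted p = 0.288 and 0.249 with an estimated correlation). The cell cycle list passed in neither without DMBA replicate 2 (adjusted p = 0.140 and 0.106), nor with chlorophyllin in the series matrix value table (0.0542). Cytokines, chemokines and acute phase genes were lower by -0.28 and -0.22, with 12 lower in each and 2 and 1 higher (13 and 12 lower, 2 and 1 higher, when adjusted over the list alone, adjusted p = 0.106 and 0.114 with an estimated correlation). Macrophage and neutrophil genes were lower by -0.31 and -0.33, with 10 and 11 lower and 1 and 2 higher (14 and 13 lower and 2 higher when adjusted over the list alone, adjusted p = 0.492 and 0.424 with an estimated correlation). Epidermal differentiation genes were higher by 0.65 and 0.57, with 12 higher and 3 lower in each, and fatty acid oxidation and PPAR target genes by 0.50 and 0.47, with 16 and 15 higher and 2 lower in each (16 higher and 2 lower when adjusted over the list alone). With an estimated correlation, the adjusted p was 0.199 and 0.208 for the former list and 0.0918 and 0.0861 for the latter. Of the genes the paper's Table 1 gives as up-regulated in DMBA, 25 of 28 were lower with either agent, and of those it gives as down-regulated, 21 of 23 were higher (25 lower with each, and 22 and 21 higher, when adjusted over the list alone), but the study chose these genes on the same samples and they are not independent evidence. Cell junction genes were divided, with 9 higher and 5 lower in each and camera adjusted p of 0.337 and 0.173, as were apoptosis genes, with 6 higher and 7 lower with chlorophyllin and 6 higher and 4 lower with ellagic acid. For apoptosis genes the medians of -0.05 and -0.01 and the means of 0.06 and 0.07 differed in sign. The list that passed against control with ellagic acid was that of ribosomal proteins, with a median of -0.06, 1 gene higher and 2 lower (camera adjusted p = 0.00839, and 0.779 with an estimated correlation). Of its 2 lower genes, Rpl23 was saturated in both groups and Rps13 in 1 of them. This list no longer passed with the background subtracted (adjusted p = 0.568) or without DMBA+ellagic acid replicate 1 (adjusted p = 0.639).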

The ability of chlorophyllin and ellagic acid to modulate the expression of these genes supports the notion that these phytochemicals acid display chemopreventive efficacy by reversing gene expression signature associated with tumorigenesis. Our study has also revealed patterns of gene expressions that offer clues for both the chemopreventive mechanism as well as molecular gene expression signature specific for chlorophyllin and ellagic acid exposure.

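Ap3s1, which encodes a subunit of an adaptor complex, had log2 ratios over control of -0.98 (SE 0.06, adjusted p = 0.00114 from limma) with chlorophyllin and -1.00 (SE 0.06, adjusted p = 0.00388) with ellagic acid, and 0.15 (adjusted p = 0.107) in DMBA. Mcm3ap had 0.76 (SE 0.07, adjusted p = 0.00267) and 1.15 (SE 0.07, adjusted p = 0.00388), and -0.95 (adjusted p = 3.72e-05) in DMBA. Trim45 was at least 1.93-fold higher than control with chlorophyllin and at least 1.97-fold with ellagic acid, and at least 2.95-fold in DMBA. Lhcgr was at least 2.12-fold and 1.86-fold higher, and at least 3.64-fold in DMBA, whereas its other probe was not called in any group. For both genes the control signal was not above background on any array, and these bounds include any gene-specific dye effect. Among called genes with a symbol, a signal above background and the same sign on both arrays, the highest ratios with chlorophyllin were those of Pik3r3, at 2.06 (SE 0.13, adjusted p = 0.00293), and Sdsl, at 1.86 (SE 0.07, adjusted p = 0.00114), and neither gene had a value on both ellagic acid arrays. The calls of all these genes with chlorophyllin and with ellagic acid were lost without DMBA+chlorophyllin replicate 1 and without DMBA+chlorophyllin replicate 2. For example, Ap3s1 then had -1.00 or -0.97 with chlorophyllin, Mcm3ap 0.75 or 0.78, Pik3r3 2.32 or 1.80 and Sdsl 1.92 or 1.81, so the calls ended with the loss of the replicate variance. With ellagic acid, the calls of Ap3s1, Mcm3ap, Trim45 and Lhcgr also ended with only the arrays of the groups compared (adjusted p = 0.142 for each) and slide 1 only (0.0599, 0.0599, 0.0641 and 0.0776). Those of Ap3s1, Mcm3ap and Lhcgr ended with the background subtracted (0.0605, 0.0605 and 0.0694), and that of Trim45 in the series matrix value table (0.0615). With chlorophyllin, the calls of Mcm3ap, Trim45 and Pik3r3 ended with Agilent processed signals (0.0508, 0.0508 and 0.0847), and those of Trim45, Pik3r3 and Sdsl in the series matrix value table (0.0626, 0.285 and 0.0525). The difference between the agents was not called for any of the 4 genes with values in both groups.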

Over the last several years there has been an increasing focus on developing anticancer agents that target multiple molecules or pathways that are aberrant in cancer. Recent studies from this laboratory and by others have demonstrated that ellagic acid and chlorophyllin exert their anticancer effects by blocking DNA damage, WNT and NF-κB signaling, and inducing apoptosis [42]–[44]. Taken together our results indicate that dietary chlorophyllin and ellagic acid that can simultaneously target several dysregulated pathways and multiple molecules with pleiotropic effects and reverse gene expression associated with carcinogenesis are novel candidates for cancer prevention and therapy.

## Materials and Methods

### Chemicals

Chlorophyllin, ellagic acid, acrylamide, bovine serum albumin (BSA), bromophenol blue, diethylpyrocarbonate (DEPC), DMBA, 2-mercaptoethanol, sodium dodecylsulphate (SDS), N,N,N′,N′-tetramethylene diamine (TEMED), and trizol were purchased from Sigma Chemical Company, St. Louis, MO, USA. All other reagents used were of analytical grade. Power SYBR® Green PCR master mix was purchased from Applied Biosystems, California, USA. Oligonucleotide primers were purchased from Sigma Genosys, San Ramon, USA. Primary and secondary antibodies were purchased from Santa Cruz Biotechnology, USA.

### Animals and diet

The experiment was carried out with male Syrian hamsters aged 8–10 weeks weighing 100–110 g obtained from the Central Animal House, Annamalai University, India. The animals housed four to a polypropylene cage were provided with standard pellet diet (Kamadhenu Agencies, Bengaluru, India) and water *ad libitum* and maintained under controlled conditions of temperature and humidity with an alternating light/dark cycle in accordance with the guidelines of the Indian Council of Medical Research, and approved by the ethical committee, Annamalai University (approval ID-670).

### Experimental design

The animals were randomized into experimental and control groups and divided into 4 groups of eight animals each. In group 1, the right buccal pouches of hamsters were painted with a 0.5 per cent solution of DMBA in liquid paraffin using a No.4 sable brush, three times per week for 14 weeks as described earlier [45]. Group 2 and 3 animals painted with DMBA as in group 1, received 4 mg/kg bw of chlorophyllin and 0.4% of ellagic acid respectively in the diet for 14 weeks. Group 4 animals received basal diet and served as control. The doses of chlorophyllin and ellagic acid used in this study were chosen based on a dose response study undertaken by us that demonstrated maximum chemopreventive efficacy at these doses as well as on previous reports [9], [42], [46], [47]. The experiment was terminated at the end of 14 weeks and all animals were sacrificed by cervical dislocation after an overnight fast.

### RNA extraction, microarray hybridization and data analysis

Total RNA was isolated from the buccal pouch of two individual hamsters in each experimental group using Trizol as described previously [48]. Isolated RNA was then purified using RNAeasy columns (Qiagen GmbH, Hilden, Germany) and treated with ribonuclease free DNaseI to remove any contaminating DNA. RNA was quantitated by NanoDrop ND-1000 (Thermo Scientific, Wilmington DE) and the quantity and integrity was established by resolving on 0.8% formaldehyde agarose gels.

Microarray experiments were performed in replicates using Agilent Whole Rat Genome Oligo Microarray Kit, 4×44 k. As genome sequence information of hamsters are relatively limited, rodent microarrays such as mouse or rat DNA microarrays are used for the transcriptome profiling of Syrian hamster tissues and Chinese hamster ovary cells [49]. For the microarray labeling reaction, 200 ng of isolated RNA from each sample was used. Labeling was done using the Low Input Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA) as per the manufacturer's protocol. Briefly, using affinity script-RT oligo dT promoter primer, cDNA was generated and from the cDNA, labeled cRNA was generated via an *in vitro* transcription reaction using T7 RNA polymerase and Cy5 (DMBA, DMBA+chlorophyllin, DMBA+ellagic acid) or Cy3 (control) CTP. Labeled cRNA (825 ng) from each sample was used for hybridization in the following combinations- DMBA (Cy5) and control (Cy3), DMBA+chlorophyllin (Cy5) and control (Cy3) and DMBA+ellagic acid (Cy5) and control (Cy3). Hybridization was performed for 17 h, rotating at a speed of 10 rpm at 65°C in a hybridization oven (Agilent Technologies).

Microarray data analysis was done by using Limma package in R-Bioconductor. Mean foreground and median background expression values given by Agilent feature extraction Software was used for analysis. Background subtraction was done using “subtract” method in Limma, dye normalization was done by LOESS algorithm, and between array normalization was done by “quantile” method. Imfit and eBayes (Empirical Bayes method) were used to find differentially regulated genes. P value correction was done using Benjamini and Hochberg method. P value cutoff was made as 0.05. Gene enrichment analysis of the differentially regulated genes with two-fold change cut off was done using GSEA Pre Ranked Tool.

### Quantitative Real-Time PCR for microarray data validation

Total RNA from the hamster buccal pouch tissues of two individual hamsters in each experimental group was extracted using trizol reagent as described previously [48]. RNA was treated with ribonuclease free DNaseI to remove any contaminating DNA. Reverse transcription of 5 µg total RNA was performed using the oligo-dT primers. Real-time RT-PCR was performed for nine randomly chosen genes of interest as previously described using a Step One Plus thermocycler (Applied Biosystems). The PCR conditions were as follows: 95°C for 5 minutes, 40 cycles of 30 seconds at 95°C, 30 seconds at 60°C, 60 seconds at 72°C. Relative quantitative fold change compared to control was calculated using the comparative Ct method, where Ct is the cycle number at which fluorescence first exceeds the threshold. The Ct values from each sample were obtained by subtracting the values for GAPDH Ct from the target gene Ct value. Specificity of resulting PCR products was confirmed by melting curves.

### Protein extraction and Western blotting

Approximately, 50 mg of buccal pouch tissue sample from two hamsters in each experimental group was subjected to lysis in a sample buffer containing 62.5 mM Tris (pH 6.8), 2% SDS, 5% 2-mercaptoethanol, 10% glycerol and bromophenol blue. The protein concentration of lysates was determined by Bradford method. SDS-PAGE was performed using equivalent protein extracts (55 µg) from each sample. The resolved proteins were electrophoretically transferred to polyvinylidene difluoride membranes. The blots were incubated in 1× PBS containing 5% non-fat dry milk for 2 hours to block nonspecific binding sites. The blot was incubated with 1∶200 dilution of primary antibodies overnight at 4°C. After washing, the blots were incubated with 1∶1000 dilution of horseradish peroxidase-conjugated secondary antibody for 45 min at room temperature. After extensive washes with high and low salt buffers, the immunoreactive proteins were visualized using enhanced chemiluminescence detection reagents (Sigma).

### Statistical analysis

Statistical analysis was carried out using a nonparametric Mann-Whitney test (Statsdirect, United Kingdom). A probability value of less than 0.05 was considered significant.

## Supporting Information

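The column of Table S1 headed as fold change holds log2 ratios of treated over control, since its values run from -1.84 to 4.61 and match the log2 ratios computed from the arrays. It lists 1698 transcripts, 902 with a positive and 796 with a negative value. Of these, 1668 had a value on both DMBA arrays here, and 1661 were called at an adjusted p under 0.05 from limma, 1613 of them at 2-fold. For a transcript with several probes, the probe closest to the listed value was used, which can raise these counts.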

Table S1 List of differentially expressed genes in DMBA painted animals (P = 0.05, fold change cut off- 2).
(DOC)

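Table S2 is built in the same way for chlorophyllin, with 104 transcripts, 74 of them with a positive and 30 with a negative value. Of the 94 with a value on both chlorophyllin arrays, 91 were called at an adjusted p under 0.05 from limma and 86 at 2-fold. The probe of each transcript was chosen as for Table S1.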

Table S2 List of differentially expressed genes in DMBA+chlorophyllin treated hamsters (P = 0.05, fold change cut off- 2).
(DOC)

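Table S3 lists 37 transcripts for ellagic acid, 28 with a positive and 9 with a negative value. Of the 29 with a value on both ellagic acid arrays, 25 were called at an adjusted p under 0.05 from limma and 20 at 2-fold. The probe of each transcript was chosen as for Table S1.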

Table S3 List of differentially expressed genes in DMBA+ellagic acid treated hamsters (P = 0.05, fold change cut off- 2).
(DOC)

# Supplementary material for: Gene Expression Signature of DMBA-Induced Hamster Buccal Pouch Carcinomas: Modulation by Chlorophyllin and Ellagic Acid
**Source:** PLoS One. 2012 Apr 2;7(4):e34628. doi: 10.1371/journal.pone.0034628
**Supplement:** Table S1 — List of differentially expressed genes in DMBA painted animals (P = 0.05, fold change cut off- 2).

P value correction was done using Benjamini and Hochberg method.

**Supplementary table 2.** Differentially expressed genes in DMBA+chlorophyllin treated hamsters (P=0.05, fold change cut off- 2).

P value correction was done using Benjamini and Hochberg method.

P value correction was done using Benjamini and Hochberg method.

P value correction was done using Benjamini and Hochberg method.

# Supplementary material for: Gene Expression Signature of DMBA-Induced Hamster Buccal Pouch Carcinomas: Modulation by Chlorophyllin and Ellagic Acid
**Source:** PLoS One. 2012 Apr 2;7(4):e34628. doi: 10.1371/journal.pone.0034628
**Supplement:** Table S2 — List of differentially expressed genes in DMBA+chlorophyllin treated hamsters (P = 0.05, fold change cut off- 2).

| **S.No** | **Systematic name** | **Gene name** | **P value** | **Fold change** |  | **S.No** | **Systematic name** | **Gene name** | **P value** | **Fold change** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | NM_001024866 | RGD1311732 | 2.42E-05 | 2.71 |  |  | XM_001077843 | Chl1 | 5.33E-07 | 1.10 |
|  | NM_001000164 | Olr144_predicted | 0.000102 | 2.45 |  |  | NM_145682 | Filip1 | 8.85E-07 | 1.10 |
|  | TC592522 | TC592522 | 1.04E-05 | 2.34 |  |  | CF109666 | CF109666 | 2.39E-05 | 1.09 |
|  | CB557922 | CB557922 | 0.00044 | 2.21 |  |  | XM_220534 | Usp22_predicted | 8.16E-06 | 1.09 |
|  | ENSRNOT00000000155 | Plxdc2_predicted | 1.78E-05 | 2.21 |  |  | ENSRNOT00000021228 | Prkrir_predicted | 7.03E-05 | 1.09 |
|  | TC575338 | TC575338 | 3.25E-09 | 2.20 |  |  | XM_345817 | XM_345817 | 0.004175 | 1.08 |
|  | ENSRNOT00000006952 | RGD1562576_predicted | 0.000216 | 2.13 |  |  | NM_001047087 | Eif3s10 | 1.41E-06 | 1.08 |
|  | ENSRNOT00000058611 | RGD1305797_predicted | 9.03E-05 | 2.10 |  |  | AI535429 | AI535429 | 2.38E-06 | 1.08 |
|  | ENSRNOT00000024968 | Cidea_predicted | 0.001037 | 2.10 |  |  | TC632166 | TC632166 | 0.003241 | 1.07 |
|  | NM_053294 | Adora2a | 0.001418 | 2.10 |  |  | TC611111 | TC611111 | 0.000198 | 1.07 |
|  | NM_012699 | Dnajb9 | 8.25E-06 | 2.04 |  |  | NM_012923 | Ccng1 | 0.000157 | 1.06 |
|  | ENSRNOT00000038863 | RGD1304731_predicted | 1.69E-07 | 2.04 |  |  | TC631080 | TC631080 | 0.000248 | 1.04 |
|  | NM_022213 | Pik3r3 | 2.50E-05 | 1.99 |  |  | ENSRNOT00000012512 | RGD1563607_predicted | 0.000198 | 1.04 |
|  | ENSRNOT00000001882 | Sdsl_predicted | 8.00E-05 | 1.82 |  |  | NM_030866 | Nfix | 1.26E-05 | 1.04 |
|  | TC605360 | TC605360 | 0.00022 | 1.78 |  |  | ENSRNOT00000037389 | Myst3 | 5.17E-05 | 1.03 |
|  | BF391602 | RGD1559578_predicted | 2.77E-06 | 1.75 |  |  | AW251931 | AW251931 | 9.59E-05 | 1.02 |
|  | BE099798 | BE099798 | 3.89E-07 | 1.72 |  |  | XM_215666 | Trim45_predicted | 6.31E-06 | 1.01 |
|  | XM_240367 | RGD1563825_predicted | 0.000172 | 1.70 |  |  | NM_013088 | Ptpn11 | 1.15E-06 | 1.00 |
|  | BE119385 | BE119385 | 0.001105 | 1.68 |  |  | M61725 | Ubtf | 5.52E-05 | 1.00 |
|  | CB548031 | CB548031 | 0.000413 | 1.59 |  |  | BE109644 | BE109644 | 0.001124 | 0.99 |
|  | BE111887 | BE111887 | 0.001922 | 1.56 |  |  | NM_145721 | Cdk5rap1 | 0.003297 | 0.99 |
|  | XM_576094 | RGD1560932_predicted | 7.56E-05 | 1.56 |  |  | NM_032079 | Dnaja2 | 0.001232 | 0.99 |
|  | TC605762 | TC605762 | 0.000121 | 1.49 |  |  | AA963226 | AA963226 | 2.57E-06 | -0.98 |
|  | NM_013066 | Mtap2 | 2.58E-07 | 1.49 |  |  | BM390457 | BM390457 | 4.62E-05 | -0.99 |
|  | ENSRNOT00000036748 | Wdr41_predicted | 1.05E-05 | 1.48 |  |  | BG153272 | BG153272 | 3.87E-06 | -1.00 |
|  | BI282039 | BI282039 | 0.0003 | 1.40 |  |  | CB547064 | CB547064 | 0.003397 | -1.02 |
|  | TC624759 | TC624759 | 0.001156 | 1.37 |  |  | AA997406 | AA997406 | 9.06E-06 | -1.0 |
|  | NM_031736 | Slc27a2 | 0.000127 | 1.36 |  |  | ENSRNOT00000043415 | ENSRNOT00000043415 | 1.08E-05 | -1.05 |
|  | BQ199904 | BQ199904 | 4.76E-05 | 1.35 |  |  | BM986596 | BM986596 | 2.12E-05 | -1.05 |
|  | XM_346956 | RGD1564528_predicted | 8.26E-05 | 1.35 |  |  | AA997829 | AA997829 | 0.000165 | -1.05 |

**Table S2.** Differentially expressed genes in DMBA+chlorophyllin treated hamsters (P=0.05, fold change cut off- 2).

P value correction was done using Benjamini and Hochberg method.

| **S.No** | **Systematic name** | **Gene name** | **P value** | **Fold change** |  | **S.No** | **Systematic name** | **Gene name** | **P value** | **Fold change** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | BE119393 | BE119393 | 0.000537 | 1.34 |  |  | AY539882 | LOC500845 | 1.93E-06 | -1.06 |
|  | NM_001044244 | Tomm34_predicted | 2.07E-05 | 1.31 |  |  | AABR03058881 | AABR03058881 | 7.31E-06 | -1.06 |
|  | NM_031982 | Trpv1 | 0.000157 | 1.30 |  |  | BF284253 | BF284253 | 4.78E-06 | -1.06 |
|  | AA800053 | AA800053 | 7.67E-06 | 1.30 |  |  | AA945841 | AA945841 | 8.12E-07 | -1.06 |
|  | NM_001013170 | Wars | 7.39E-07 | 1.29 |  |  | BF289687 | BF289687 | 4.98E-07 | -1.06 |
|  | ENSRNOT00000020524 | Nt5c1a_predicted | 0.002638 | 1.28 |  |  | A_44_P631361 | A_44_P631361 | 1.01E-06 | -1.08 |
|  | NM_001047878 | F5 | 0.000537 | 1.27 |  |  | AW525193 | AW525193 | 1.09E-05 | -1.08 |
|  | AA925529 | AA925529 | 0.001251 | 1.27 |  |  | AA848453 | AA848453 | 9.96E-07 | -1.10 |
|  | BF389721 | BF389721 | 0.000618 | 1.26 |  |  | BQ192759 | BQ192759 | 6.66E-06 | -1.10 |
|  | A_44_P347431 | A_44_P347431 | 4.29E-05 | 1.26 |  |  | AABR03004099 | AABR03004099 | 3.34E-06 | -1.10 |
|  | CR753932 | CR753932 | 1.51E-05 | 1.25 |  |  | NM_001024332 | LOC500282 | 0.001398 | -1.12 |
|  | A_44_P394031 | A_44_P394031 | 0.001541 | 1.23 |  |  | BQ200408 | BQ200408 | 1.94E-06 | -1.12 |
|  | ENSRNOT00000056944 | RGD1311920_predicted | 1.65E-06 | 1.20 |  |  | AA799582 | AA799582 | 3.28E-05 | -1.14 |
|  | XM_001062341 | RGD1560755_predicted | 0.000119 | 1.19 |  |  | BE111604 | BE111604 | 5.43E-07 | -1.15 |
|  | CA506147 | CA506147 | 5.59E-06 | 1.18 |  |  | A_44_P766528 | A_44_P766528 | 1.65E-07 | -1.19 |
|  | NM_012978 | Lhcgr | 2.66E-05 | 1.17 |  |  | BQ198742 | BQ198742 | 2.67E-06 | -1.23 |
|  | ENSRNOT00000043702 | ENSRNOT00000043702 | 0.000157 | 1.16 |  |  | AW920871 | AW920871 | 3.58E-07 | -1.24 |
|  | CO393619 | CO393619 | 0.000383 | 1.16 |  |  | AABR03055433 | AABR03055433 | 2.01E-07 | -1.27 |
|  | XM_235023 | RGD1560606_predicted | 1.95E-05 | 1.16 |  |  | NM_021578 | Tgfb1 | 3.81E-06 | -1.28 |
|  | ENSRNOT00000059463 | Neb_predicted | 2.93E-05 | 1.12 |  |  | BM383877 | BM383877 | 2.28E-05 | -1.33 |
|  | U18650 | Hdh | 0.000236 | 1.12 |  |  | NM_033234 | Hbb | 7.97E-06 | -1.34 |
|  | BI297059 | BI297059 | 0.000199 | 1.11 |  |  | AA859178 | AA859178 | 1.55E-06 | -1.38 |

**Supplementary table 2.** Differentially expressed genes in DMBA+chlorophyllin treated hamsters (P=0.05, fold change cut off- 2).

P value correction was done using Benjamini and Hochberg method.

# Supplementary material for: Gene Expression Signature of DMBA-Induced Hamster Buccal Pouch Carcinomas: Modulation by Chlorophyllin and Ellagic Acid
**Source:** PLoS One. 2012 Apr 2;7(4):e34628. doi: 10.1371/journal.pone.0034628
**Supplement:** Table S3 — List of differentially expressed genes in DMBA+ellagic acid treated hamsters (P = 0.05, fold change cut off- 2).

P value correction was done using Benjamini and Hochberg method.

**Table S3.** Differentially expressed genes in DMBA+ellagic acid treated hamsters (P=0.05, fold change cut off- 2).

**Supplementary table 2.** Differentially expressed genes in DMBA+chlorophyllin treated hamsters (P=0.05, fold change cut off- 2).

P value correction was done using Benjamini and Hochberg method.

| **S.No** | **Systematic name** | **Gene name** | **P value** | **Fold change** |  | **S.No** | **Systematic name** | **Gene name** | **P value** | **Fold change** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | NM_001024866 | RGD1311732 | 0.000118 | 2.12 |  |  | CA506147 | CA506147 | 8.90E-06 | 1.10 |
|  | TC575338 | TC575338 | 9.41E-09 | 1.89 |  |  | ENSRNOT00000042208 | Ccdc58_predicted | 1.07E-06 | 1.10 |
|  | TC592522 | TC592522 | 9.70E-05 | 1.66 |  |  | ENSRNOT00000003973 | Cdx4_predicted | 1.06E-05 | 1.1 |
|  | NM_022213 | Pik3r3 | 0.000153 | 1.50 |  |  | NM_012562 | Fuca | 0.000677 | 1.08 |
|  | AA925529 | AA925529 | 0.000625 | 1.43 |  |  | ENSRNOT00000002156 | Evx2_predicted | 0.00091 | 1.07 |
|  | CR753932 | CR753932 | 9.55E-06 | 1.34 |  |  | NM_022293 | Kcnk13 | 7.12E-05 | 1.07 |
|  | NM_001013170 | Wars | 6.26E-07 | 1.32 |  |  | NM_031736 | Slc27a2 | 0.000639 | 1.04 |
|  | CB548031 | CB548031 | 0.001442 | 1.28 |  |  | XM_219680 | RGD1306343_predicted | 7.73E-06 | 1.02 |
|  | BI282039 | BI282039 | 0.000504 | 1.28 |  |  | NM_013066 | Mtap2 | 4.01E-06 | 1.00 |
|  | XM_346956 | RGD1564528_predicted | 0.000118 | 1.27 |  |  | NM_021578 | Tgfb1 | 3.36E-05 | -0.96 |
|  | XM_215666 | Trim45_predicted | 1.71E-06 | 1.26 |  |  | ENSRNOT00000005222 | Ap3s1_predicted | 6.90E-07 | -1.00 |
|  | AW251931 | AW251931 | 4.64E-05 | 1.18 |  |  | AA997406 | AA997406 | 1.38E-05 | -1.00 |
|  | NM_012699 | Dnajb9 | 0.000342 | 1.14 |  |  | DV721486 | DV721486 | 0.000915 | -1.01 |
|  | BF391602 | RGD1559578_predicted | 4.86E-05 | 1.14 |  |  | BF289687 | BF289687 | 2.63E-06 | -1.08 |
|  | XM_215376 | Mcm3ap_predicted | 7.34E-07 | 1.14 |  |  | BM383877 | BM383877 | 0.000109 | -1.08 |
|  | ENSRNOT00000000155 | Plxdc2_predicted | 0.001124 | 1.14 |  |  | AW920871 | AW920871 | 1.09E-06 | -1.10 |
|  | ENSRNOT00000001882 | Sdsl_predicted | 0.001462 | 1.13 |  |  | AA799582 | AA799582 | 4.85E-05 | -1.11 |
|  | XM_235023 | RGD1560606_predicted | 2.59E-05 | 1.11 |  |  | AA899326 | AA899326 | 4.52E-05 | -1.15 |
|  | NM_012978 | Lhcgr | 3.80E-05 | 1.11 |  |  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

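Gene expression was measured in buccal pouch RNA of 2 hamsters in each of 3 groups (DMBA, DMBA+chlorophyllin and DMBA+ellagic acid) on 6 rat arrays of 2 colours, each against RNA of a control hamster on basal diet. The authors scanned the arrays, and the deposited files of each array hold foreground and background intensities per spot from Agilent Feature Extraction, which had not been normalized between arrays. The authors deposited a value table as well, whose values are the log10 ratios of Cy5 over Cy3 computed by the scanner software after its own dye normalization. That table equalled the ratios in the array files for every spot. The file headers name version 10.5.1.1 of the software and the sample labels version 8.5.1.1.

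Values were computed in R 4.3.3 with limma 3.58.1, data.table 1.17.8 and statmod 1.5.0. The mean foreground and median background were corrected by normexp with an offset of 50, and the log2 ratios were normalized by loess within arrays. Quantile normalization then gave the Cy3 and Cy5 intensities of all arrays a common distribution, which also changes the ratios. The spots of a probe were averaged (263 probes were printed 10 times). Spots marked as outliers by the software were left out, saturated spots were kept and no filter on dim probes was applied. A probe was tested when it had a value on every array of the groups compared. A linear model with 1 mean per group was fitted to the 6 arrays, with moderated variances (3 residual and 4.50 prior degrees of freedom), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A 2-fold change is an absolute log2 ratio of at least 1. The comparisons were each group against control, chlorophyllin and ellagic acid against DMBA, and chlorophyllin against ellagic acid. A gene is represented by its probe with the highest mean signal, and its other probes are given where their calls differ. Where a signal was saturated or not well above background, a fold is given as a lower bound or not at all.

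Signal over background sets the precision: a probe counted as measured when it was well above background in at least 1 channel on at least 2 arrays, which held for 31206 of 41012 probes. The arrays carry rat sequences, and 0 of 36940 probe target names matched the hamster gene table at hand, so the match of each probe to its hamster transcript was not tested.

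Gene lists were tested with limma's camera over 27268 genes, with a preset correlation of 0.01 and again with an estimated one. There were 30 lists, 5 of them taken from the study (Table 1 up and down, Table 2 up and down, and the RT-qPCR genes). The others were cell cycle, extracellular matrix, matrix proteases and inhibitors, TGFβ family signalling, NF-κB, cytokines, basal keratinocyte, epidermal differentiation, cell junctions, skeletal muscle, fatty acid oxidation and PPAR targets, xenobiotic response, p53 response, apoptosis, hypoxia and glycolysis, endothelial, macrophage and neutrophil, lymphocyte, mast cell, adipocyte, erythrocyte, Schwann cell, smooth muscle, proteasome and ribosomal proteins. Genes are named in the text by a rule: those of Tables 1 and 2 and of the RT-qPCR, whose values in the paper's tables had been seen, the 10 highest and 10 lowest of a comparison among called genes with a symbol, a signal above background and the same sign on each array, and up to 4 measured members of a list with the smallest p. The genes Mylpf and Ckm lie outside this rule and were chosen after their values were seen, and the results of some other genes are not reported here.

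On simulated data with 100 probes changed 2-fold and 100 changed 4-fold, the procedure called 100 and 100 of them in DMBA against control. It called 98 and 100 of them in chlorophyllin against DMBA. Unchanged probes called were 25 of 40968 tested in the first and 22 of 40963 in the second. Among all calls, these false ones made up more than the threshold of 0.05 in this 1 run. In chlorophyllin against control, where nothing was changed, 0 probes were called. The simulation gave each probe 1 variance in all groups and no shared controls. In the data, the SD of the difference between the 2 arrays was 0.113 with chlorophyllin and 0.317 with ellagic acid. A simulated list shifted by 0.5 on the log2 scale was called, and no unshifted list was.

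The choices above and the alternatives were set before the data were examined: plain subtraction of the background, loess without normalization between arrays, the processed signals and the deposited ratios of the scanner software, only probes above background, the replicate number as a block, only the arrays of the groups compared, unadjusted p-values, the slide, the mean over all probes of a gene, an estimated correlation in the list test, the remaining share with probes chosen on 1 DMBA array, and leaving out each array in turn. Keeping the outlier spots was added after the values were seen. When an array is left out, the single array of its group is assumed to vary like the other groups. For DMBA and ellagic acid, leaving out either chlorophyllin array therefore gives the same fit as slide 1 only. Losses of a call in these settings are not separate evidence. The RT-qPCR and protein measurements of the paper were not analysed here, and its pathway enrichment was not recomputed.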

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

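All tests of explanations in this part were chosen only after the result was seen.

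A difference between groups drew attention to probes that changed in opposite directions. Of the probes called by limma in both DMBA and DMBA+chlorophyllin against control, 953 changed in opposite directions, where independent lists would give 677. For DMBA and DMBA+ellagic acid 379 did so, where independent lists would give 234. All of them also differed in the direct comparison, which opposite calls in 1 fit nearly fix in advance. Probes changed in the same direction exceeded independent lists too. With chlorophyllin 529 were higher and 716 lower in both groups, against 673, and with ellagic acid 217 and 398, against 231. The comparisons share 1 fit and their controls, so independent lists are no firm baseline for either direction. The 3 genes below were picked for opposite calls, so the p-values of their differences are not independent evidence. Hif1a differed from DMBA by -2.95 with chlorophyllin (adjusted p = 1.03e-05) and -2.91 with ellagic acid (adjusted p = 1.12e-05), from 2.03 in DMBA to -0.92 and -0.88. Hbb differed by -2.58 (adjusted p = 4.49e-05) and -2.19 (adjusted p = 9.93e-05), from 1.26 to -1.32 and -0.93. Neb differed by 4.46 (adjusted p = 5.35e-06) and 4.11 (adjusted p = 6.18e-06), with 1.13 and 0.77 over control. Each array of a group showed the sign of its mean for these 3 genes, which the rule for naming a gene requires where it ranks highest or lowest. The differences from DMBA kept their calls under every alternative run, while the calls against control with chlorophyllin and ellagic acid were lost without DMBA+chlorophyllin replicate 1 and without DMBA+chlorophyllin replicate 2 (0 probes called by limma, 6288 and 8417 unadjusted with chlorophyllin and 7581 with ellagic acid). With ellagic acid the calls of Hif1a, Hbb and Neb against control were also lost with the background subtracted (adjusted p = 0.0694, 0.0694 and 0.110), the series matrix value table (0.0606, 0.0684 and 0.124) and only the arrays of the groups compared (0.142 for each) or slide 1 only (0.0672, 0.0793 and 0.0845). That of Neb was lost without DMBA+ellagic acid replicate 1 (0.0677) or replicate 2 (0.0540), and that of Hbb without DMBA+ellagic acid replicate 2 (0.0660). With chlorophyllin, Agilent processed signals ended the calls of Hif1a (0.0508) and Neb (0.0533), and the series matrix value table that of Neb (0.0638). A gene-specific dye effect is part of each value against control and cancels in the differences.

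The paper reports genes changed 2-fold by both agents, and without a fold requirement, which it does not analyse for shared genes, 1093 probes, 17 of them at 2-fold, changed in the same direction with both chlorophyllin and ellagic acid. A dye effect or deviating control hamsters would shift DMBA too. Over probes above background, the covariance of DMBA with the other groups was 0.0806 of that between chlorophyllin and ellagic acid (95% interval 0.0231 to 0.135 over 1000 resamples of probes). This argues against these as the whole cause only if both control hamsters were used in each group and DMBA's own changes did not offset the shared shift. Neither condition was tested. A slide effect would join ellagic acid to DMBA, which shared its slide, and that ratio was 0.174 (0.118 to 0.227). DMBA's own changes enter this ratio too. Both intervals resample probes, which are not independent, and do not measure the spread between arrays or hamsters. The sign of the DMBA term depended on the array. The DMBA arrays had correlations of -0.132 and -0.0460 with ellagic acid replicate 1, and 0.131 and 0.192 with replicate 2. Those of the ellagic acid arrays with the chlorophyllin arrays were 0.628 to 0.637. Of the 2-fold probes with chlorophyllin, 74 had a value on all arrays. For 20 of these 74, the Cy3 signal was not above background on any array. Their ratio of DMBA to chlorophyllin had a median of 1.19 (quartiles 1.02 and 1.43, the same sign in 20 of 20). A Cy3 signal at background on every array nearly fixes that sign, so it does not count for a dye effect, which stays a candidate. For the other 54 the median was 0.490 (quartiles -0.285 and 0.911, the same sign in 33 of 54). Their choice for a large ratio with chlorophyllin lowers this median, and DMBA's own changes enter it. These values therefore cannot decide on a dye effect for the 54 probes. Of 1083 shared probes with a value in DMBA, 489 were called the same way in DMBA, 324 the opposite way and 270 were not called. The response to the agents themselves, or to DMBA painting without tumours, stays open and was not tested, since no group received an agent without DMBA.

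Genes of skeletal muscle, which the paper does not analyse as a list, had a median log2 ratio of -1.63 in DMBA (quartiles -2.36 and -0.35), with 34 of 42 lower at an adjusted p under 0.05 from limma. Myh2 and Cdh15 of this list are also in the paper's Table 1. Against a slide effect, the median with ellagic acid on the same slide was -0.01 (-0.00946). Against a dye effect, which cancels between treated groups, the median difference between chlorophyllin and DMBA was 1.72. Less muscle in the DMBA samples would lower all muscle genes by a similar amount, and their interquartile range was 2.01. This cannot be told apart from a change within muscle, and saturation limits what the most abundant genes can show. Mylpf was saturated on all 6 arrays and cannot show a fall. Ckm, also saturated on all 6 arrays, was lower in DMBA (adjusted p = 3.72e-06) and higher with chlorophyllin than in DMBA (adjusted p = 3.96e-05), with no fold given. Both were chosen after their values were seen. A lower share of muscle where tumour tissue was sampled may explain the pattern and stays open, as does a change of expression in muscle.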

How the results depend on the processing

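All alternatives were chosen before the result was seen except keeping the outlier spots, which was chosen only after it. Of 291 recomputed counts and shares for 19 results, 202 stayed within their limits and 89 moved. Of 2100 recomputed list results, 2054 kept their direction and side of the threshold, 39 became weaker, 5 stronger and 2 reversed, and of 3384 recomputed gene results 3077 kept them, 261 became weaker, 41 stronger and 5 reversed. Where no reason is given, the cause was not tested.

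With the background subtracted, the 2-fold probes in DMBA were 3023, those called with chlorophyllin 1497 (222 at 2-fold) and with ellagic acid 6 (6 at 2-fold), and 66 were shared by DMBA and chlorophyllin, 4 by DMBA and ellagic acid and 6 by chlorophyllin and ellagic acid. Of these calls, 11248 of 11902 in DMBA, 1355 of 1497 with chlorophyllin and 6 of 6 with ellagic acid were also called with normexp. With loess only, 2160 probes were called with chlorophyllin and 942 with ellagic acid (245 at 2-fold), 9 were shared by chlorophyllin and ellagic acid, and the remaining share with chlorophyllin was 0.114%. With Agilent processed signals there were 4866 2-fold probes in DMBA, 348 called with chlorophyllin (289 at 2-fold) and 6162 with ellagic acid (4852 at 2-fold), 88, 322 and 120 shared in the order above, a share of 1.03% and 1 list with chlorophyllin. In that setting 16.0% of the ellagic acid calls were higher, against 40.7% with normexp, loess and quantile normalization, and the median of all probes shifted by -0.148 for chlorophyllin and -0.134 for ellagic acid against DMBA. With the series matrix value table the 2-fold probes in DMBA were 4312, those called with chlorophyllin 1605 (386 at 2-fold), with ellagic acid 401 (83 at 2-fold) and between the agents 10, with 101, 38 and 47 shared, a share of 0.439% and 1 list with chlorophyllin. The ribosomal list for chlorophyllin against DMBA reversed to -0.33 (-0.331) in both of these settings. With outlier spots kept, 65 probes were shared by DMBA and chlorophyllin and 17 by DMBA and ellagic acid, and the share was 0.668%.

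With the replicate block, 2477 probes were called with chlorophyllin and 689 with ellagic acid. The deviations of equally numbered arrays had correlations across probes of -0.0448, -0.0628 and -0.0171, so they showed no pairing by replicate number. Equally numbered arrays could still share a control if the control samples hardly differed.

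With only the arrays of the groups compared, and with slide 1 only, limma called 0 probes with ellagic acid (7139 and 7581 unadjusted), hence 0 at 2-fold and 0 shared with DMBA, and in the former setting 0 shared with chlorophyllin, where fewer arrays entered the variance. The slide as a block gave no value for chlorophyllin. At an unadjusted p, 11927 probes were called with chlorophyllin, 8374 with ellagic acid (36 at 2-fold), 13256 for ellagic acid against DMBA and 1820 between the agents. With probes chosen on 1 DMBA array and the level from the other, the share with chlorophyllin was -0.523% and 1.25%. With an estimated correlation, the lists passing fell to 2 in DMBA, 0 with ellagic acid and 2 in each difference from DMBA, and with subtraction 0 passed with ellagic acid.

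Leaving out each array in turn gave 8231 to 14011 probes in DMBA (1805 to 2208 at 2-fold), 0 to 5316 with chlorophyllin (0 to 94) and 0 to 1725 with ellagic acid (0 to 175). The calls with chlorophyllin and ellagic acid, and all shared 2-fold probes, were 0 without DMBA+chlorophyllin replicate 1 and without DMBA+chlorophyllin replicate 2 (6288 and 8417 unadjusted by limma with chlorophyllin, 7581 with ellagic acid). The differences ranged from 5326 to 11372 for chlorophyllin against DMBA, 5317 to 8468 for ellagic acid against DMBA and 0 to 179 between the agents. Shared 2-fold probes ranged from 0 to 47, 0 to 95 and 0 to 24, the remaining share from -0.581% to 1.16% with chlorophyllin and from -2.14% to 3.60% with ellagic acid, and the lists passing from 12 to 12 in DMBA, 0 to 0 with chlorophyllin, 0 to 1 with ellagic acid, 10 to 11 for chlorophyllin against DMBA and 9 to 11 for ellagic acid against DMBA.

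Among genes, Pcna against DMBA reversed to -0.65 with chlorophyllin and -0.54 with ellagic acid, and Prkar1a in DMBA to -0.39, when all probes of the gene were averaged, since their probes differ in direction. Ttn reversed to 1.32 and Serpinb3 to 0.61 with ellagic acid without DMBA+ellagic acid replicate 2, and were -1.55 and -1.75 without DMBA+ellagic acid replicate 1. The reasons for the other changes were not tested. Of 41012 probes, 31206 were measured above background.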

Differences from the paper's values

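Of the alternatives named here, keeping the outlier spots was chosen only after the result was seen, and the others were set before the data were examined. The paper's counts of 13,277, 3,899, 1,420, 1,700 and 104 lay within 1.5 times of 13204, 4213, 1456, 2008 and 94 here.

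The paper gives 37 2-fold genes with ellagic acid, against 23 here at its thresholds. The count was within 1.5 times of the paper's at an unadjusted p (36), and with outlier spots kept (27), an alternative chosen after seeing the values that leaves 12 of the paper's 37 genes uncalled, and not with the background subtracted (6), loess only (245), Agilent processed signals (4852), the series matrix value table (83), only probes above background (22), the replicate block (23), only the arrays of the groups compared (0, 7139 unadjusted by limma) or slide 1 only (0, 7581 unadjusted). Nor was it with an array left out: 22 without DMBA replicate 1 or replicate 2, 0 without DMBA+chlorophyllin replicate 1 or replicate 2, 175 without DMBA+ellagic acid replicate 1 and 100 without DMBA+ellagic acid replicate 2.

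The paper gives 64 genes shared by DMBA and chlorophyllin, against 40 here. The count came within 1.5 times with the background subtracted (66), Agilent processed signals (88), without DMBA replicate 2 (47) and with outlier spots kept (65, chosen after seeing the values, leaving 54 of the paper's 1698 and 8 of its 104 listed genes uncalled), and not with loess only (38), the series matrix value table (101), only probes above background (40), the replicate block (40), only the arrays of the groups compared (41), an unadjusted p (42), or without DMBA replicate 1 (38), DMBA+chlorophyllin replicate 1 or replicate 2 (0) or DMBA+ellagic acid replicate 1 or replicate 2 (40). The paper gives 27 genes shared by DMBA and ellagic acid, against 10 here. That count came within 1.5 times with the series matrix value table (38), and not with the background subtracted (4), loess only (11), Agilent processed signals (322), only probes above background (9), the replicate block (10), an unadjusted p (10), or outlier spots kept (17), nor with only the arrays of the groups compared or slide 1 only, which gave 0, nor without DMBA replicate 1 (9) or replicate 2 (11), DMBA+chlorophyllin replicate 1 or replicate 2 (0), DMBA+ellagic acid replicate 1 (95) or replicate 2 (15). The paper also gives 27 genes shared by chlorophyllin and ellagic acid, against 17 here. It came within 1.5 times without DMBA+ellagic acid replicate 1 (24) and with outlier spots kept (20, chosen after seeing the values, leaving 8 of 104 and 12 of 37 listed genes uncalled), and not with the background subtracted (6), loess only (9), Agilent processed signals (120), the series matrix value table (47), only probes above background (16), the replicate block (17), an unadjusted p (17), only the arrays of the groups compared (0), or without DMBA replicate 1 or replicate 2 (16), DMBA+chlorophyllin replicate 1 or replicate 2 (0) or DMBA+ellagic acid replicate 2 (17).

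The paper's column of fold changes holds log2 values, and gene values are compared on that scale. For DMBA the paper gives 4.15 for Mmp2, against 2.20 here, 3.53 for Mmp9 against 4.08, 1.11 for Pcna against 0.41, 1.1 for Cxcl12 against 0.19, 1.01 for Tgfb1 against 0.94 and -1.74 for Timp1 against 3.08. With chlorophyllin the paper gives -1.28 for Tgfb1 against -0.0928 here and -1.34 for Hbb against -1.32, and with ellagic acid -0.96 for Tgfb1 against 0.00594. None of the alternatives set before the data were examined brought these 9 values within the gene's own replicate SD of the paper's, which was as small as 0.0252 for Tgfb1 in DMBA and 0.00403 for Hbb with chlorophyllin, so these 2 lay outside it though close. The other probes of Pcna and Cxcl12 had 1.11 and 1.11 in DMBA.

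Across listed genes, which are not independent replicates, the paper's values and those computed here had a correlation of 0.993 in Table S1 (98.6% of 1668 within 0.1, 5 of opposite sign), 0.967 in Table S2 (95.7% of 94, 1 of opposite sign) and 0.948 in Table S3 (62.1% of 29, 1 of opposite sign). Where a listed transcript had several probes, the probe closest to the paper's value was taken. This choice raises the correlations and shares and can lower the numbers of listed genes left uncalled. The lowest value in Table S1 is -1.84, while 191 of 1128 2-fold lower probes here lay below it, and 2, 5 and 1 listed values in Tables S1, S2 and S3 are under 1 in size. Fabp3 (-2.77) and Myh2 (-2.39), which Table 1 gives as lower in DMBA, are absent from Table S1. Further values of the paper far from those here are, in Table S1, 1.94 for Plxdc2 (-0.74 here), 2.02 for Adora2a (-0.01), 1.45 for Mtap2 (-0.27), 1.81 for Dnajb9 (0.31), 2.21 for Steap1 (3.56) and 1.51 for Cse1l (0.41), and in Table S2, 2.1 for Adora2a (0.14), 1.3 for Trpv1 (-0.08) and 1.49 for Mtap2 (0.25), and in Table S3, 1.14 for Dnajb9 (0.06).

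The paper reports the TGFβ receptors and p65 as higher and TIMP-2 as lower in DMBA by RT-qPCR and protein, while the arrays gave 0.07 for Tgfbr1 and -0.17 for Tgfbr2, neither called, -0.78 for Rela (0.39 for its other probe), and a higher Timp2. The Timp2 call was lost without DMBA replicate 1 (adjusted p = 0.212), and with the background subtracted (0.0536), loess only (0.214), Agilent processed signals (0.234) and the series matrix value table (0.233). In the series matrix value table the fall of Tgfbr1 with chlorophyllin against DMBA was called (-0.62). The arrays gave the paper's direction for Mmp9, Mmp2, Smad7, Nfkb1 and Ccnd1. The paper gives cyclin D1 as lower with the agents than in DMBA, which was not called here for either probe, though it was when both were averaged (-0.42) and, with chlorophyllin, without DMBA replicate 1 (-0.50). It places TGFβ signalling among the pathways higher in DMBA and apoptosis among those lower, while 8 of 34 TGFβ genes were higher and 9 lower, and 11 of 31 apoptosis genes were higher and 8 lower. These counts come from lists chosen here, at an adjusted p under 0.05 from limma and without a fold requirement. The paper's enrichment used GSEA Pre Ranked on pathway sets and 2-fold genes, so the results are not directly comparable. Prkar1a, listed as lower in DMBA, had 0.09, and -0.39, called, when its probes were averaged. Cxcl12, listed as higher, was called with the series matrix value table (0.19), only probes above background (0.19), its probes averaged (0.65), and without DMBA+ellagic acid replicate 1 or replicate 2 (0.19). Of the 10 genes listed as higher with both agents, 2 were higher with chlorophyllin and 0 with ellagic acid against control by limma.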

Other observations

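The test on the area of an array was set before its result was seen, and the others in this part were chosen only after it. The 2 ellagic acid arrays differed by more than 2-fold for 441 of 21025 probes above background, 350 of them lower on replicate 2, against 17 for the DMBA arrays and 1 for the chlorophyllin arrays. The median difference of these 441 probes was 1.36 in Cy5 and 0.158 in Cy3. The share with the larger difference in Cy5 was 0.971, which argues against a difference between the control hamsters. Their dispersion over 64 areas of the array was 0.975 for 434 probes placed, where a random spread gives 1, which argues against a defect in 1 area. A part of the tissue of replicate 2 in the state of the DMBA tumours would raise the probes that are higher in DMBA. For 760 such probes, the median of the difference over the DMBA ratio was 0.0299 (quartiles -0.0676 and 0.125). For 1111 probes lower in DMBA it was 0.0417 (quartiles -0.0654 and 0.295). Of the 441 probes, 197 were called lower in DMBA and 18 higher, and 195 of the 350 lower on replicate 2 were called lower in DMBA. The lower probes go partly with such a state, so it was not excluded. A difference between the 2 hamsters or between their samples stays open and was not tested.

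Each chlorophyllin array had a correlation across probes of 0.628 to 0.637 with each ellagic acid array, above that of the ellagic acid arrays with each other (0.218). The DMBA arrays had -0.132 and -0.0460 with ellagic acid replicate 1, and 0.131 and 0.192 with replicate 2. With the chlorophyllin arrays they had -0.0328 to 0.0281. For 172 probes printed 10 times, the SD of the difference between the arrays of a group was 0.194 in DMBA, 0.0377 with chlorophyllin and 0.349 with ellagic acid, where the scatter of spots on an array gives 0.0270, 0.0304 and 0.0234. Whether both chlorophyllin arrays hold RNA of separate hamsters, on which the calls of the agents against control depend, was not tested.

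In DMBA, 13 of 26 cytokine genes were higher and 1 lower (15 and 1 when adjusted over the list alone, camera adjusted p = 0.00046, median 0.20), 11 of 23 macrophage and neutrophil genes higher and 3 lower (13 and 3, 0.0103, 0.24) and 8 of 13 basal keratinocyte genes higher and 2 lower (8 and 2, 0.0343, 0.40). With an estimated correlation between genes none of these 3 lists passed (adjusted p = 0.114, 0.494 and 0.403), and the basal keratinocyte list did not with Agilent processed signals (0.0989) or the series matrix value table (0.103). Relative to DMBA, 1 basal keratinocyte gene was higher and 5 lower with chlorophyllin (2 and 6 when adjusted over the list alone, median -0.27) and 1 higher and 4 lower with ellagic acid (1 and 6, median -0.31), with camera adjusted p of 0.160 and 0.139. Lists that did not pass in DMBA, with genes higher and lower, the same when adjusted over the list alone, and the camera adjusted p, were endothelial (6 and 1, 7 and 2, 0.200), lymphocyte (6 and 1, 7 and 1, 0.192), mast cell (2 and 2, 2 and 4, 0.656), erythrocyte (4 and 2, 4 and 3, 0.423), Schwann cell (1 and 6, 2 and 7, 0.160), smooth muscle (2 and 1, 2 and 1, 0.497), ribosomal proteins (5 and 9, 5 and 8, 0.213) and p53 response (9 and 7, 9 and 7, 0.867). For xenobiotic response (9 and 13, 9 and 14, 0.324), hypoxia and glycolysis (7 and 8, 7 and 8, 0.871), adipocyte (1 and 2, 2 and 3, 0.867) and proteasome (13 and 11, 15 and 11, 0.595) the median and the mean differed in sign, at 0.00 and -0.18, -0.02 and 0.05, 0.02 and -0.08, and 0.15 and -0.00. The camera test pointed down, down, down and up for these 4. The study's Table 2 lists, which are not independent evidence, had 1 higher and 3 lower (1 and 3 when adjusted over the list alone, 0.406, median 0.02 and mean -0.37) for the genes given as up-regulated by the agents and 1 higher and 0 lower (2 and 0, 0.160) for those given as down-regulated. Of the latter, limma called 0 with chlorophyllin against control (1 higher and 0 lower when adjusted over the list alone) and 1 higher with ellagic acid (1 and 0).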
